# Disruption of the glucagon receptor increases glucagon expression beyond α-cell hyperplasia in zebrafish

**DOI:** 10.1016/j.jbc.2022.102665

**Published:** 2022-11-09

**Authors:** Qi Kang, Jihong Zheng, Jianxin Jia, Ying Xu, Xuanxuan Bai, Xinhua Chen, Xiao-Kun Zhang, F. Susan Wong, Chao Zhang, Mingyu Li

**Keywords:** Glucagon receptor, Single-cell sequencing, Zebrafish, Glucagon, Pancreatic α-cells, DEG, differentially expressed gene, dpf, days postfertilization, GCGR, glucagon receptor, sgRNA, single-guide RNA, TEM, transmission electron microscopy, UMAP, uniform manifold approximation and projection

## Abstract

The glucagon receptor (GCGR) is a potential target for diabetes therapy. Several emerging GCGR antagonism-based therapies are under preclinical and clinical development. However, GCGR antagonism, as well as genetically engineered GCGR deficiency in animal models, are accompanied by α-cell hyperplasia and hyperglucagonemia, which may limit the application of GCGR antagonism. To better understand the physiological changes in α cells following GCGR disruption, we performed single cell sequencing of α cells isolated from control and *gcgr*^*−/−*^ (glucagon receptor deficient) zebrafish. Interestingly, beyond the α-cell hyperplasia, we also found that the expression of *gcga*, *gcgb*, *pnoca*, and several glucagon-regulatory transcription factors were dramatically increased in one cluster of *gcgr*^*−/−*^ α cells. We further confirmed that glucagon mRNA was upregulated in *gcgr*^*−/−*^ animals by *in situ* hybridization and that glucagon promoter activity was increased in *gcgr*^*−/−*^;*Tg(gcga:GFP)* reporter zebrafish. We also demonstrated that *gcgr*^*−/−*^ α cells had increased glucagon protein levels and increased granules after GCGR disruption. Intriguingly, the increased mRNA and protein levels could be suppressed by treatment with high-level glucose or knockdown of the *pnoca* gene. In conclusion, these data demonstrated that GCGR deficiency not only induced α-cell hyperplasia but also increased glucagon expression in α cells, findings which provide more information about physiological changes in α-cells when the GCGR is disrupted.

The hormone glucagon is a 29 amino acid polypeptide, which is predominantly secreted from the pancreatic α-cells. Glucagon is a major counter-regulatory hormone to insulin, and it plays a key role in glucose homeostasis by stimulating hepatic glucose production in the fasting state. Accumulating data suggest that diabetes is a “bi-hormonal” disease characterized by relative hypoinsulinemia and hyperglucagonemia, and the increased glucagon aggravates hyperglycemia by activating hepatic glucose production (1, 2).

Glucagon acts on the glucagon receptor (GCGR) (3), which is a seven-transmembrane–spanning G protein–coupled receptor that activates intracellular adenylate cyclase. This activation leads to increased intracellular cAMP, which mediates the metabolic pathways that include gluconeogenesis, glycolysis, and fatty acid oxidation (4). As glucagon signaling plays a central role in glucose homeostasis and contributes to diabetes pathophysiology, there has been considerable interest in targeting the GCGR for treatment of diabetes. Blockade of GCGR by small molecule antagonists, antisense molecules, or antibodies can improve glycemic control in both rodent diabetes models and humans with diabetes (5, 6, 7, 8). However, GCGR antagonism is usually accompanied by α-cell hyperplasia, lipid metabolism disorders, and hepatic fat accumulation (9, 10). In animal models, GCGR deficiency also results in α-cell hyperplasia, hyperglucagonemia, and hyperaminoacidemia (11, 12). Similar phenomena were also observed in humans with genetic mutation of the GCGR gene (13, 14).

Although the mechanism by which α-cell hyperplasia occurs has not been fully elucidated, disruption of GCGR has been shown to cause hepatic amino acid catabolic disorders and increased circulating amino acid levels, in particular L-glutamine and alanine, which then stimulate the α-cell hyperplasia through the amino acid transporter Slc38a5 (15, 16, 17, 18).

Hyperglucagonemia in GCGR-deficient animals may be attributable to the increased α-cell mass or increased glucagon secretion. Although there is no direct evidence that the hyperglucagonemia occurs because of α-cell hyperplasia in GCGR-deficient animals, it is possible that hyperplastic α-cells secrete more glucagon, which results in hyperglucagonemia. Although two studies have shown that expression and secretion of glucagon were increased during GCGR inhibition (19, 20), whole islet RNA-seq and whole pancreas were used, and the studies could not discern whether these increases were due to increase in the number of α-cells or due to individual cell boost. Thus far, no prior studies have determined whether α-cells boost glucagon expression or secretion in GCGR deficiency at the single cell level. In this study, we performed single-cell transcriptomic sequencing of α-cells from *gcgr*^*−/−*^ and control zebrafish. We found that a cluster of α-cells from the *gcgr*^*−/−*^ group dramatically increased the glucagon gene expression level compared to the control group. We further revealed that the α-cells in *gcgr*^*−/−*^ zebrafish increased glucagon protein and glucagon granules. These results suggested that α-cells increase glucagon expression when they become hyperplastic in *gcgr*^*−/−*^ zebrafish.

## Results

### Single-cell transcriptomic sequencing of α cells from GCGR KO zebrafish

GCGR blockade induced hyperglucagonemia and pancreatic α-cell hyperplasia, which suggested functional physiological changes in the α cells in response to the GCGR blockade (11, 17, 18). In order to investigate these changes, with high resolution, in *gcgr*^*−/−*^ zebrafish α cells in individual cell populations, we isolated single α cells from 7 days postfertilization (dpf) *Tg(gcga:GFP)* and *gcgr*^*−/−*^;*Tg(gcga:GFP)*. 

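Cells sorted for green fluorescence from islets of control larvae, *Tg(gcga:GFP)*, and of *gcgr*-/- larvae, in which *gcgra* and *gcgrb* are both disrupted, were sequenced at 7 dpf as 1 sample per condition. Cells of 1 sample are not replicates, so no test of the genotype was possible and no p value or standard error is given for it. Of the disrupted genes, *gcgra* had 12 counts in the control cells that the authors kept, all in 1 cell, and 0 counts in the *gcgr*-/- cells. *gcgrb* had 0 counts in both. Among all sequenced cells, *gcgra* had 13 counts in 2 control cells and 23 counts in 3 *gcgr*-/- cells, too few to check the genotypes at this depth.

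The authors trimmed the reads, aligned them to GRCz11 with STAR and counted them on coding sequence with featureCounts, and the values are raw read counts per gene and cell. The library primers carried unique molecular identifiers, but the paper's text states no step that collapsed them. The prefixes of the cell names were read as plate letters and libraries, and the paper's text does not say what they mean. Read so, the control cells come from 8 libraries and the *gcgr*-/- cells from 16 libraries, with 24 cells in each. No library and no plate letter held cells of both samples, so library preparation and genotype cannot be told apart. The kept control cells had between 3834 and 162322 counts, with a median of 18105.5 and a total of 2235516. The kept *gcgr*-/- cells had between 2231 and 203805 counts, with a median of 23433 and a total of 6005010. The paper's text states no treatment of doublets; cells were sorted into wells, and no doublet caller was run here.

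Counts were summed over the kept cells of each sample, divided by the sample's total and expressed per 1000000 counts (CPM), and ratios are *gcgr*-/- over control. Intervals are at the 95% level, exact Poisson for sums, exact conditional for ratios and Clopper-Pearson for shares. Those for sums and ratios cover counting error only, with each read taken as an independent count. PCR reads are not independent molecules, so these intervals are too narrow, and they leave out differences between cells. A gene with 0 counts in 1 sample was set at a floor of 3 counts over that sample, which is 1.34 CPM in control and 0.5 CPM in *gcgr*-/- cells. Ratios worded with at least set the other sample's counts against this floor, and do not allow for counting error in those counts. Shares of cells with at least 1 count were also taken after each cell was thinned to 5000 counts, which left out 1 control and 3 *gcgr*-/- cells. As background for α-cell genes, the same shares were taken in cells that passed the quality filter and whose leading hormone transcript was *ins*, with at least 1% of counts. There were 41 such control cells, with a median of 22994 counts, and 54 such *gcgr*-/- cells, with a median of 28358.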

We extracted RNA from individual cells and performed single-cell transcriptomic sequencing using a modified Smart-seq2 approach (Fig. 1*A*) (21, 22). In total, data from 384 *gcgr*^*−/−*^ α cells and 192 control α cells were obtained from sequencing. 

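Of the 192 control and 384 *gcgr*-/- cells, 156 and 288 had at least 500 detected genes and at most 10% mitochondrial counts, which leaves 444 of 576 cells. Without the mitochondrial limit, 447 cells remained. From the cells that passed, the authors removed 68 control and 91 *gcgr*-/- cells as potential β and δ cells. The leading hormone transcript, at 1% of counts or more, was *ins* in 41 of the removed control cells and in 53 of the removed *gcgr*-/- cells, and *sst1.2* in 11 and 18. Among the kept cells, 29 control and 44 *gcgr*-/- cells were led by *sst1.1*, and 18 control and 11 *gcgr*-/- cells by *sst1.2*. The 1% limit was chosen after the values were seen.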

After quality control, having excluded potential contaminating β cells and δ cells, 285 high-quality cells were obtained for subsequent analysis. 

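The count tables list 24900 genes. Of these, 16120 had at least 1 count in the kept cells, and 17723 had at least 1 count in any sequenced cell.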

A total of 24,900 genes were detected in these analyses. On average, 953 genes were detected with 28,914 counts sequenced per cell (Table S1). 

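Over the kept cells of both samples, the mean was 28914.1 counts and 953 detected genes per cell. The control cells had a mean of 25404 counts and 880.2 detected genes, and the *gcgr*-/- cells had a mean of 30482 counts and 986 detected genes. The counts and gene numbers of Table S1, sorted by size, equalled those computed from the count tables for 285 of 285 cells.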

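The 88 control and 197 *gcgr*-/- cells were clustered again with SCTransform, 3000 variable genes, 30 principal components and the Louvain method at a resolution of 0.8. The genes of Table S4, which differ between the samples, were left out of the variable genes so that the samples were not separated by the genes that the paper reports as changed. Neighbours were taken from the principal components, not from the UMAP coordinates. This gave 5 clusters.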

Cluster analysis divided the cells into four clusters, based on uniform manifold approximation and projection (UMAP) for dimension reduction (Fig. 1*B*). In clusters 1 and 3, most cells were from the *gcgr*^*−/−*^ group, whereas in clusters 2 and 4, most cells were from the control group (Fig. 1*C*, Table S2).

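In the clustering without the genes of Table S4, *gcgr*-/- cells made up 105 of the 140 cells of the first cluster, or 75% (67.0 to 81.9%), where they made up 69.1% of all kept cells. They were 58 of 67 cells in the second cluster, 86.6% (76.0 to 93.7%). The third cluster had 21 *gcgr*-/- cells of 43, 48.8% (33.3 to 64.5%), the fourth 10 of 26, 38.5% (20.2 to 59.4%), and the fifth 3 of 9, 33.3% (7.49 to 70.07%). These clusters were built anew and their numbers are not those of Fig. 1B. In all, 72.6% of cells belonged to the majority sample of their cluster, and with all genes used this share was 91.9% over 3 clusters.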

**Figure 1:**
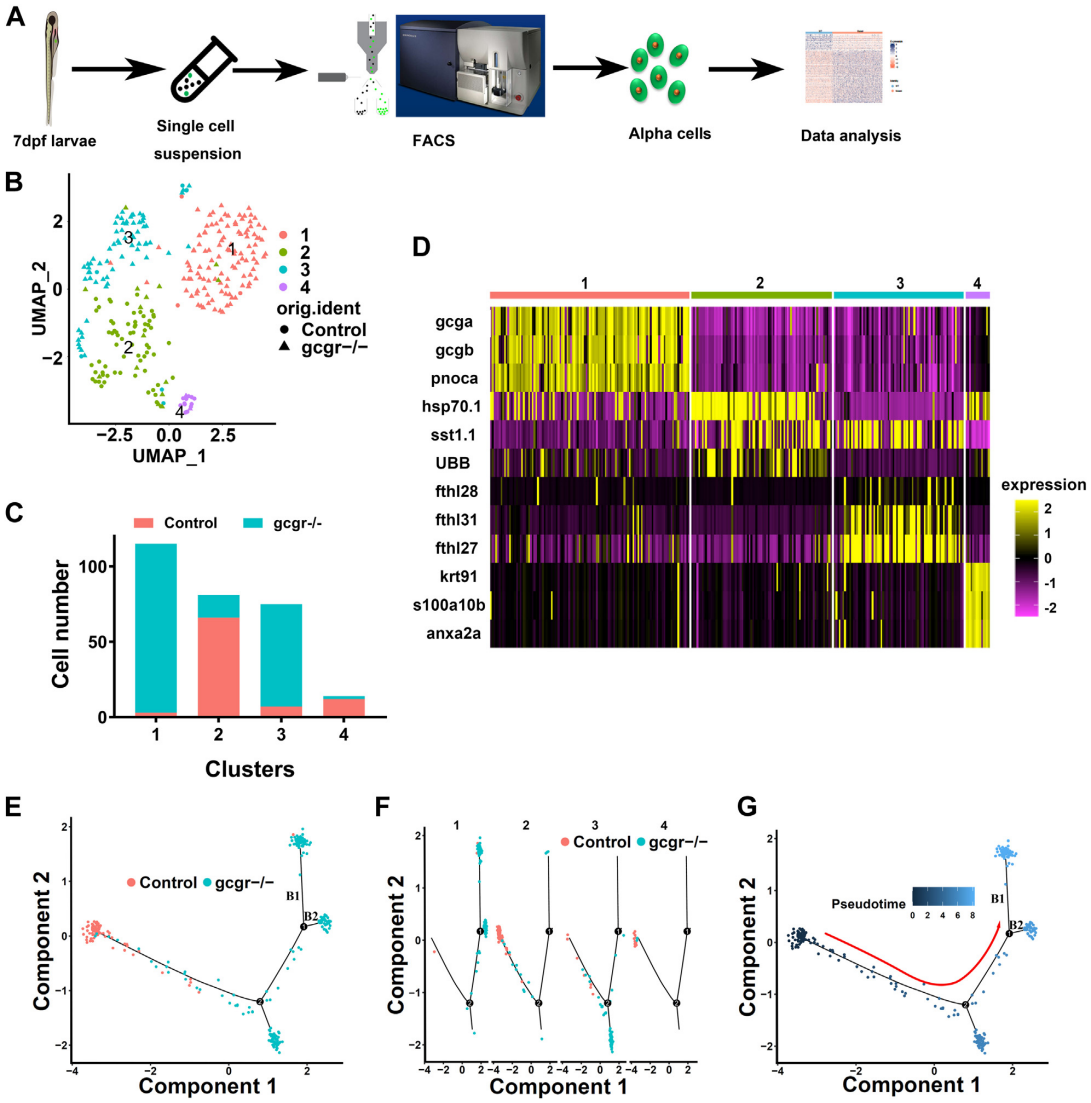
**The single-cell transcriptomic overview of αcells from *gcgr***^***−/−***^**and control zebrafish.***A*, schematic of single-cell isolation and single-cell RNA-seq from the zebrafish reporter line *Tg (gcga:GFP)*. *B*, distribution of all α cells by uniform manifold approximation and projection for dimension reduction (UMAP) analysis. All cells were segregated into four clusters, each cluster was labeled using different colors, the circles and triangles indicate α-cells from control and *gcgr*^*−/−*^, respectively. *C*. the cell numbers of each cluster 1 to 4 are shown. *D*, the heatmap shows the top 3 markers in each cluster; the color scale ranges from *magenta* to *yellow* corresponding to the gene expression as indicated. *E*–*G*, the pseudotime trajectory analysis of control and *gcgr*^*−/−*^ mutant α-cells. *E*, trajectory colored by samples of control or *gcgr*^*−/−*^. *F*, trajectory colored by individual clusters. *G*, trajectory colored by pseudotime, and the color in each cell depends on the pseudotime value ranging from 0 to 8. All plots for pseudotime trajectory are based on cell distribution as shown in Fig. 1*E*. All cells from control and *gcgr*^*−/−*^ mutant were aligned in pseudotime trajectory by monocle v2.16.0, number 1 and 2 presented decision point 1 and point 2; B1 and B2 presented branch 1 and branch 2.

To characterize the clusters, we enriched genes for each cluster (Table S3, Fig. S1). For each of these clusters, the top 3 genes were as follows: cluster 1 (*gcga, gcgb* and *pnoca*), cluster 2 (*hsp70.1*, *sst1.1* and *UBB*), cluster 3 (*fthl28*, *fthl31* and *fthl27*), and cluster 4 (*krt91*, *s100a10b* and *anxa2a*) (Fig. 1*D*, and Table S3). 

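Over all kept cells of each sample, *hsp70.1* was at 19541 CPM in control and 5316 CPM in *gcgr*-/- cells, 3.68-fold lower. *sst1.1* was at 100184.5 CPM in control and 21512.5 CPM in *gcgr*-/- cells, 4.66-fold lower, and *UBB* was 2.88-fold lower. The ferritin genes were higher in the *gcgr*-/- cells, *fthl27* from 3417 to 17129.5 CPM (ratio 5.01, 4.90 to 5.13), *fthl28* with a ratio of 5.77 (4.96 to 6.75) and *fthl31* with a ratio of 8.62 (7.76 to 9.60). The size for *fthl28* depended on the setting, from 1.87 as the mean of per-cell CPM and 1.89 after thinning to 27.5 with at least 10000 counts per cell. For *krt91* the values were 2121 CPM in control and 113 CPM in *gcgr*-/- cells, 18.7-fold lower. *s100a10b* was 37.4-fold lower and *anxa2a* 43.0-fold lower in the *gcgr*-/- cells. The cells with a count of *krt91* were 28.4% of control and 6.60% of *gcgr*-/- cells, and 23.0% and 2.58% after thinning.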

We also performed a development trajectory analysis in an unbiased pseudotemporal manner for all of the 285 cells. Our results showed that the constructed trajectory comprised 4 branches and two decision points, and cells from control and *gcgr*^*−/−*^ showed different location preferences (Fig. 1, *E* and *F*). We further reconstructed a pseudotemporal trajectory by pseudotime value, which indicated the possible direction of the trajectory (Figs. 1*G* and S2). We then assessed the expression profile of 4 α-cell marker genes, *gcga*, *gcgb*, *arxa*, and *pax6b*, in pseudotime trajectory (Fig. S3). Our results indicated that cells located at the branches extended by decision point 1, expressed much higher levels of these marker genes. Since the majority of these cells located in branch B1 and branch B2 belonged to the *gcgr*^*−/−*^ groups, this demonstrated that the α cells from *gcgr*^*−/−*^ zebrafish were in a different physiological state compared with the control group. Taken together, these data suggested that knockout (KO) of GCGR in zebrafish resulted in transcriptional profile changes in α cells, and the α cells in *gcgr*^*−/−*^ zebrafish had cellular heterogeneity in response to the GCGR deficiency.

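The trajectory was not rebuilt here. The genes with at least 10 counts in each sample and at least 10 CPM in the higher sample numbered 5415. Their log2 ratio of summed CPM had a median of -0.15, with the quartiles at -1.10 and 0.79. The lowest 5% of these genes were below -2.85 and the highest 5% above 2.15. Because counts were not replicated, this spread holds sampling noise and differences between libraries as well as any effect of the genotype.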

### KO of GCGR in zebrafish increased glucagon expression in α cells beyond α-cell hyperplasia

KO of GCGR has been reported to increase α-cell hyperplasia in mouse and zebrafish (11, 23). We analyzed our RNA-seq data to examine the proliferating α cells. As shown in Fig. 2, *A* and *B*, the expression of several cell cycle regulators, including *pcna*, *ccnb2*, *ccnd1*, *ccne2*, *cdc20*, *e2f5*, are higher in the *gcgr*^*−/−*^ group compared with the control group. 

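For *pcna*, 99 counts in control and 287 counts in *gcgr*-/- cells gave 44.3 and 47.8 CPM, a ratio of 1.08 (0.856 to 1.37), and a difference was not detectable in the summed counts. The *pcna* ratio was 2.14 as the mean of per-cell CPM, 2.02 after thinning and 0.858 with at least 750 detected genes per cell. *pcna* was counted in 10 control cells, 11.4%, and 30 *gcgr*-/- cells, 15.2%, and after thinning in 5.75% and 9.28%. *ccnd1* had 2 counts in 2 control cells and 134 counts in 11 *gcgr*-/- cells, a ratio of 24.9 (6.77 to 208). *ccne2* rose from 2 counts in 1 cell to 35 counts in 7 cells, a ratio of 6.52 (1.67 to 55.9), while *cdc20* had 4 counts in 1 control cell and 27 counts in 4 *gcgr*-/- cells, a ratio whose interval of 0.876 to 9.88 includes 1. *ccnb2* had 0 counts in control and 13 counts in 5 *gcgr*-/- cells, 1.61-fold higher against the floor, with an interval from 1.135. *e2f5* also had 0 counts in control, and its 181 counts in the *gcgr*-/- sample lay in 5 cells. That is 22.5-fold higher against the floor, with an interval from 18.1. Each of these genes was counted in 2.54% (0.829 to 5.82%) of *gcgr*-/- and 0% (0 to 4.1%) of control cells, and these intervals overlap. The setting that moved the *ccnd1* ratio most was the use of SCTransform-corrected means plus 1, with a ratio of 1.38, and over every cell that passed the quality filter the ratio was 1.61. For *ccne2* that scale gave 1.12, and for *e2f5* it gave 1.57 and thinning at least 3.44. No cell cycle phase was called.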

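The count tables hold *brd2a* and *brd2b*, and no gene named *brd2*. *brd2a* was at 340.4 CPM in control and 398 CPM in *gcgr*-/- cells, a ratio of 1.17 (1.08 to 1.27). *brd2b* had 0 counts in control and 79 counts in *gcgr*-/- cells, 9.80-fold higher against the floor, with an interval from 7.79. After thinning it was 1.20-fold higher against the floor. Over every cell that passed the quality filter the *brd2a* ratio was 2.01. *mycb* had a ratio of 1.88 (1.51 to 2.37), which was 1 after thinning, 1.09 as the mean of per-cell CPM and 3.37 over every cell that passed the filter. *akt2* had 3 counts in control, all in 1 cell, and 44 counts in *gcgr*-/- cells, a ratio of 5.46 (1.75 to 27.5). It was 1.05 after thinning, 1.24 with SCTransform-corrected means and 19.9 as the mean of per-cell CPM, so the size of the *mycb* and *akt2* differences is not settled.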

Similar trends were seen in some cell cycle–associated genes, for example, *brd2*, *brd4*, *akt2*, and *mycb* (Fig. 2, *B* and *C*). Moreover, the phenotype of increased proliferating cells in the *gcgr*^*−/−*^ group was again confirmed using an EdU staining approach (Fig. 2*D*). These data suggested that KO of GCGR increased the α-cell proliferation in zebrafish, in the small number of cells that we were able to test.

**Figure 2:**
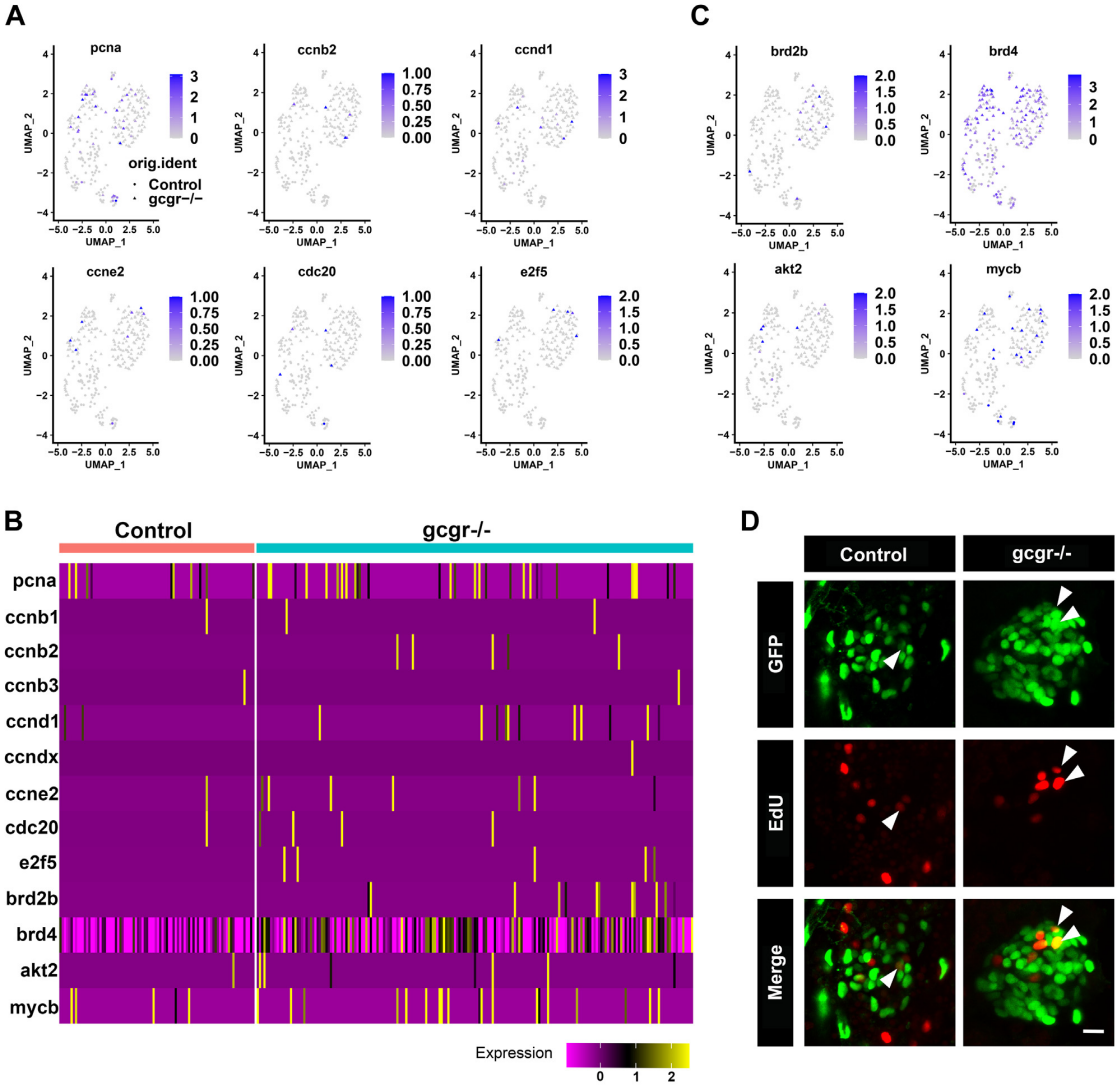
**KO of GCGR in zebrafish induced proliferation in αcells.***A*, the plots show the expression of several cell cycle regulatory genes in all cells, the circles and triangles indicate α cells from control and *gcgr*^*−/−*^ zebrafish, respectively, the color scale ranges *gray* to *blue* corresponding to expression level from low to high, all plots are based on cell clusters shown in Fig. 1*B*. *B*, heatmap of 13 cell cycle regulatory and associated genes in α cells from control and *gcgr*^*−/−*^ group. *C*, the plots show the expression of several cell cycle associated genes in all cells. The columns represent cells and the rows represent genes as indicated. The color scale ranges *purple* to *yellow* corresponding to expression level from low to high, all plots are based on cell clusters shown in Fig. 1*B*. *D*, representative images of EdU-labeled zebrafish islets from control *Tg(gcga:GFP)* and *gcgr*^*−/−*^*;Tg(gcgr*^*−/−*^*;gcga:GFP)* groups; the EdU^+^ and GFP^+^ cells represent the proliferative α-cells, which are indicated by the arrows; the scale bar represents 10um. GCGR, glucagon receptor.

Subsequently, we then investigated other physiological changes in α cells in *gcgr*^*−/−*^ zebrafish at the single cell level. Given that 97% of α cells in cluster 1 were from *gcgr*^*−/−*^ zebrafish, which expressed glucagon genes (*gcga* and *gcgb*) at a high level (Fig. 3*A* and Fig. 1*C*), we then further analyzed this cluster 1. 

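A glucagon transcript was the leading hormone transcript, at 1% of counts or more, in 101 of 197 *gcgr*-/- cells, 51.3% (44.1 to 58.4%), and in 2 of 88 control cells, 2.27% (0.276 to 7.97%). In the *gcgr*-/- cells led by a glucagon transcript, *gcga* lay between 10636 and 443516 CPM, with a median of 113865. The 2 control cells had 16671 and 65268 CPM. The *gcgr*-/- cells led by no hormone transcript numbered 26 and had a median of 4018 CPM of *gcga*, and the 29 control cells of that kind had a median of 60.6 CPM.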

The regulation of glucagon gene expression is tightly controlled by a series of transcriptional factors (3, 24) and we found that *pax6b*, *arxa*, *neurod1*, *sox4a*, *foxa2*, *atf3*, *myt1b*, and *npb*, which are important for glucagon expression and α-cell function, were enriched in the cluster 1 α cells (Fig. 3*B*). These data suggested that the KO of GCGR in zebrafish increased the expression levels of glucagon genes and their transcriptional regulators in cluster 1 α cells.

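The cells were clustered with all genes, and the cluster with the most *gcga* (108 cells) was compared with the other 177 cells. The ratio of summed CPM was 7.59 (6.13 to 9.47) for *npb*, 6.44 (5.13 to 8.16) for *arxa*, 2.12 (2.00 to 2.24) for *myt1b*, 1.52 for *neurod1*, 1.47 for *foxa2* and 1.29 for *pax6b*. *sox4a* and *atf3* had ratios below 1, 0.539 (0.431 to 0.670) and 0.546 (0.514 to 0.580), although each was counted in a larger share of the cells of that cluster, 12.0% against 6.78% for *sox4a* and 63.0% against 53.7% for *atf3*. The median depth was 24635.5 counts in that cluster and 18201 in the other cells. Within the *gcgr*-/- sample alone, 107 cells of that cluster against the other 90, the ratios were 4.87 for *arxa*, 4.15 for *npb*, 1.60 for *myt1b* and 1.15 for *foxa2*. *neurod1* did not differ beyond counting error (1.03, 0.835 to 1.27), and *pax6b*, *atf3* and *sox4a* were lower, with ratios of 0.851, 0.340 and 0.384. The comparison with all other cells was added after the values within the *gcgr*-/- sample were seen.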

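In the same cluster, *gcga* was at 142527 CPM against 6021 CPM in the other cells, and *gcgb* at 57298 against 2508 CPM. Within the *gcgr*-/- sample the other cells had 11346 CPM of *gcga* and 4776 CPM of *gcgb*. Since the clustering used both genes, these levels are partly fixed by how the cluster was made. From the high level of the glucagon genes in a cluster made almost entirely of *gcgr*-/- cells, and from the enrichment of their regulators there, the paper proposes that the loss of GCGR raises glucagon gene expression in these α cells.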

**Figure 3:**
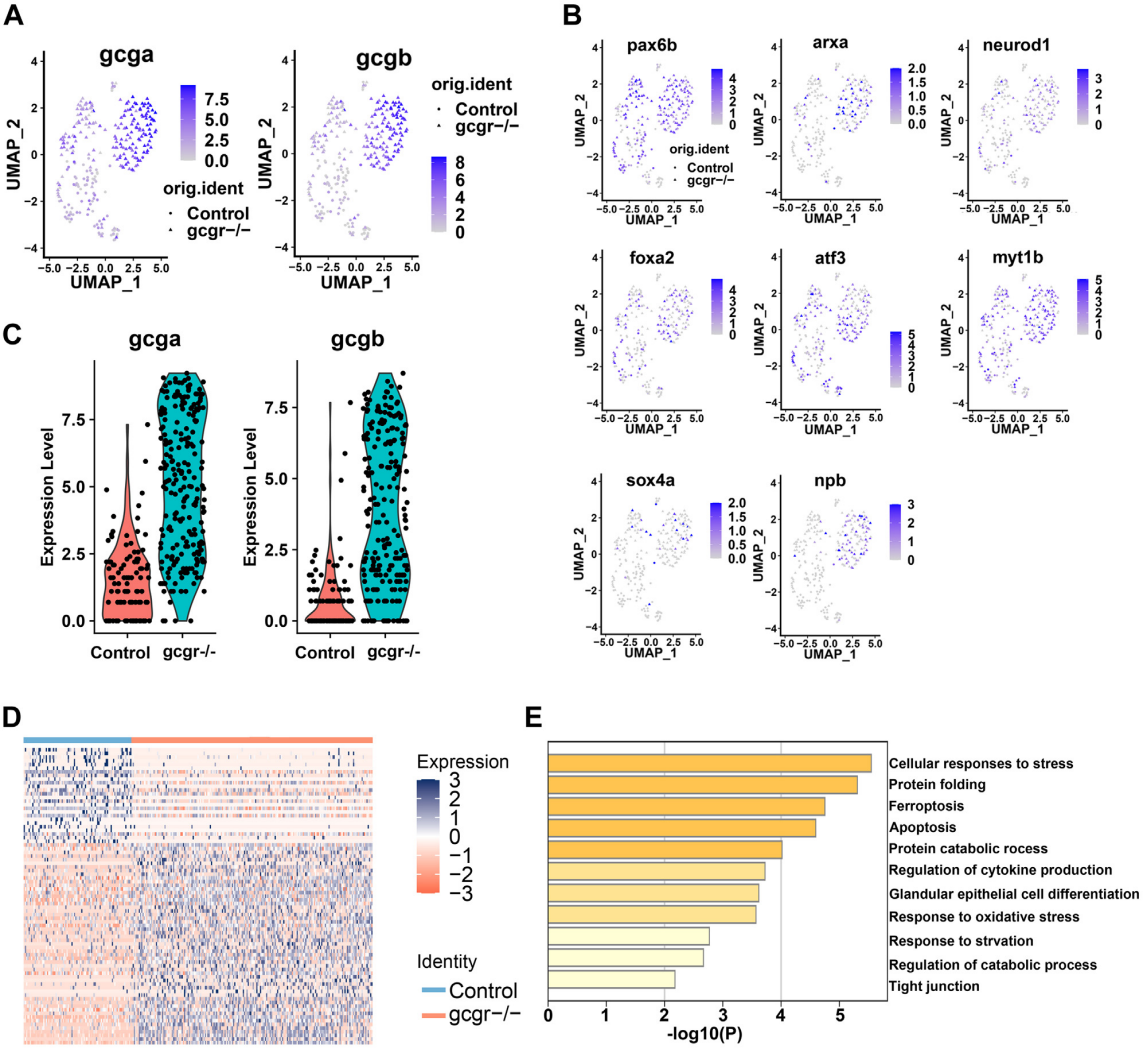
**KO of GCGR in zebrafish increased glucagon expression in α-cells.***A* and *B*, the plots show the expression of glucagon genes (*A*) and their regulators (*B*). The color scale ranges *gray* to *blue* corresponding to expression level from low to high; all plots are based on cell clusters shown in Fig. 1*B*. *C*, the violin plots show *gcga* and *gcgb* relative expression in α-cells from control and *gcgr*^*−/−*^ zebrafish. *D*, heatmap of differentially expressed genes (DEGs) of *gcgr*^*−/−*^ compared to control cells; the color scale ranges *red* to *blue* corresponding to expression level from low to high. *E*, pathway enrichment analysis of DEGs between *gcgr*^*−/−*^ and control cells. GCGR, glucagon receptor.

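With 1 sample per condition no gene was tested here, and genes were named by size. Among 749 genes with at least 100 CPM in the higher sample, at least 10 counts in the lower one and a count in 25% or more of the cells of the higher sample, the largest ratio was that of *si:dkey-4p15.3*, 89.9 (70.2 to 117). *gcga* and *gcgb* followed. Next came *igf2r* with a ratio of 20.4 (12.1 to 37.4) and 14 counts in control, and *keap1a*. In the other direction, *ptgs2a* was 127-fold lower in *gcgr*-/- cells, with 2039 counts in control and 43 in *gcgr*-/- cells. *s100a10b* and *krt91* were next in size, then *apoeb*, 14.3-fold lower, and *gip*, 10.7-fold lower. A single *gcgr*-/- cell held 6932 of the 7958 *gip* counts of its sample. Without that cell, a setting chosen after the data were seen, the *gip* ratio was 0.0121. With at least 750 detected genes per cell it was 0.532, so the size of the *gip* difference is not settled. The ratio of *si:dkey-4p15.3* lay between 20.9 and 154 over the alternatives on the CPM scale, and that of *igf2r* between 2.85 and 45.8.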

To survey total transcriptional profile changes in *gcgr*^*−/−*^, we analyzed the differentially expressed genes (DEGs) between the control and *gcgr*^*−/−*^ groups (total α-cells) (Fig. S4 and Table S4). 

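*gcga* had 2930 counts in the control cells, 1311 CPM (1264 to 1359), and 552078 counts in the *gcgr*-/- cells, 91936 CPM (91694 to 92179). The ratio was 70.2 (67.6 to 72.8). *gcgb* had 3211 counts in control, 1436 CPM, and 220308 counts in *gcgr*-/- cells, 36687 CPM, a ratio of 25.5 (24.7 to 26.5). A single control cell held 2097 of the *gcga* counts and 2981 of the *gcgb* counts of that sample. Without it, a setting chosen after the data were seen, the ratios were 243 for *gcga* and 351.5 for *gcgb*. Among the settings chosen in advance, leaving out plate B, which holds control cells, moved both most, with ratios of 458 and 1274. Without plate A, which holds the other control cells, they were 34.9 and 11.8. *gcga* was counted in 81.8% of control and 98.5% of *gcgr*-/- cells, and in 49.4% and 92.3% after thinning. Cells led by *ins* had a *gcga* count in 92.7% of control and 100% of *gcgr*-/- cells, so a *gcga* count alone was read as background. *gcgb* was counted in 48.9% of control and 92.9% of *gcgr*-/- cells (20.7% and 80.4% after thinning), against 46.3% and 75.9% of the cells led by *ins*. Of the control cells, 57 of 88 had a hormone transcript other than glucagon at 1% of counts or more.

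**Figure D1:**
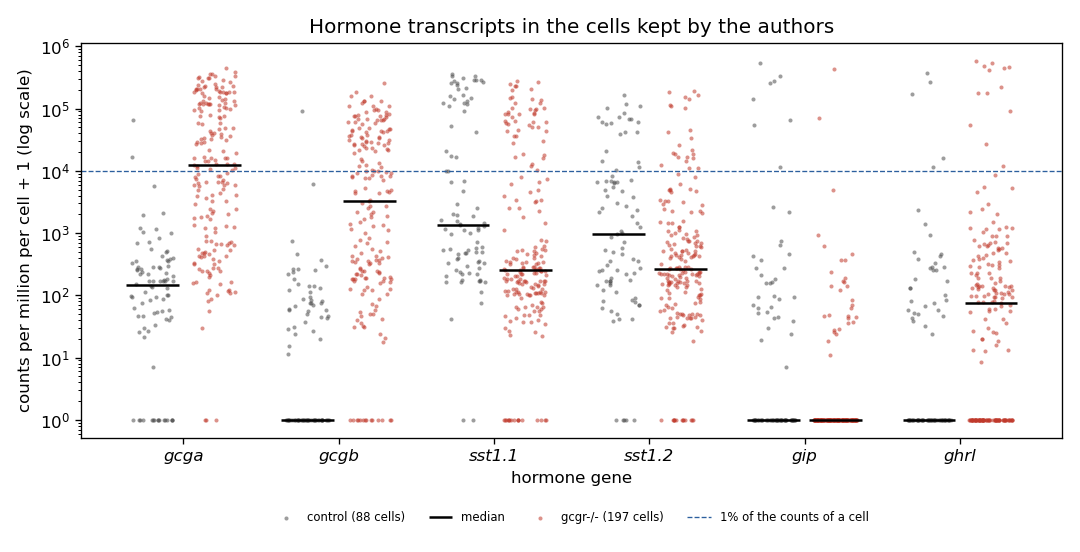
CPM plus 1 of 6 hormone transcripts in each kept cell, on a log axis, for 88 control cells (grey) and 197 *gcgr*-/- cells (red). Bars mark the median of each group, and the dashed line marks 1% of counts; 2 control cells and 101 *gcgr*-/- cells are led by a glucagon transcript.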

There was a considerable increase in expression levels with *gcga* 51.47-fold increased and *gcgb* 19.58-fold increased in the *gcgr*^*−/−*^ zebrafish (Fig. 3*C* and Table S4). We also found that *pax6b*, *arxa*, *neurod1*, *sox4a*, *foxa2*, *atf3*, *isl1*, *myt1b*, and *npb* were also increased in the *gcgr*^*−/−*^ α cells (Fig. S5). Furthermore, there were more upregulated than the downregulated genes in *gcgr*^*−/−*^ α cells (Fig. 3*D*). 

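The ratio of summed CPM was above 1 for 9 of 9 of these regulators. A glucagon transcript led 101 of 197 *gcgr*-/- cells and 2 of 88 control cells. These ratios therefore cannot tell a rise within α cells from a different mix of cells. *arxa* was counted in 42.6% of the 101 glucagon-led *gcgr*-/- cells and in 1 of the 2 such control cells. *npb* had 5 counts in 1 control cell, 2.24 CPM, and was at 119 CPM in *gcgr*-/- cells, a ratio of 53.2 (22.7 to 164). It was counted in 33.5% of *gcgr*-/- cells, 17.5% after thinning, against 11.1% of *gcgr*-/- cells led by *ins*. *arxa* rose from 15.7 to 87.9 CPM, a ratio of 5.62 (3.99 to 8.15), and was counted in 9.09% of control and 28.4% of *gcgr*-/- cells (3.45% and 18.6% after thinning), against 2.44% and 0% of the cells led by *ins*. The ratios were 3.23 for *neurod1*, 2.94 for *pax6b*, 2.72 for *myt1b*, 2.08 for *atf3*, 2.06 for *foxa2* and 1.61 for *sox4a*. Sizes depended on the setting. On the scale of SCTransform-corrected means plus 1, the ratio was 3.24 for *npb*, 2.23 for *arxa* and 1.69 for *neurod1*, and over every cell that passed the quality filter it was 1.49 for *neurod1* and 4.35 for *atf3*. *isl1* had a ratio of 1.47 (1.18 to 1.85), which fell below 1 with 3 other settings. It was 0.820 as the mean of per-cell CPM, 0.705 after thinning and 0.961 with SCTransform-corrected means.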

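Table S4 lists 80 genes, which the paper chose on these same cells, 54 of them higher in the *gcgr*-/- cells. With summed CPM, each of the 80 lay on the side that the table gives. The median log2 ratio was 1.67 for the higher genes and -3.72 for the lower genes. Of the lower genes, 5 had 0 counts in the *gcgr*-/- cells, and 1 of the higher genes had 0 counts in control, so those ratios are bounds set by the floor.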

Gene annotation analysis of the DEGs revealed that genes involved in cellular responses to stress and protein folding were highly enriched (Fig. 3*E*).

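The enrichment was not run again here. From Table S4, 14 chaperone and stress genes were taken by the start of their names or, for *sqstm1*, *keap1a*, *gclc*, *fosab* and *jun*, singly. Of these, 10 had a ratio above 1 and 4 below 1, which is the split that Table S4 itself gives. The ratio was 15.5 (9.61 to 26.8) for *keap1a*, with 17 counts in control, 13.3 (8.73 to 21.4) for *gclc* and 9.40 (8.40 to 10.6) for *sqstm1*. Sizes for the first genes named depended on the setting. *keap1a* was at 3.87 over every cell that passed the quality filter and 3.10 with SCTransform-corrected means plus 1. *gclc* was at 72.7 after thinning and 3.80 with SCTransform-corrected means plus 1. The chaperone genes *hspa4l*, *hspd1*, *stip1*, *hspa4a*, *hsp90ab1*, *cct2* and *hspa8* lay between 4.58 and 1.55. *hsp70.2* was 1.78-fold lower in the *gcgr*-/- cells, *fosab* 2.36-fold lower and *jun* 2.17-fold lower. The fourth was *hsp70.1*.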

To further validate the high transcriptional level of glucagon genes in *gcgr*^*−/−*^ mutants identified from single-cell sequencing data, we then performed whole-mount *in situ* hybridization, both in light and fluorescence approaches, using *gcga* and *gcgb* probes. Our data showed that both *gcga* mRNA and *gcgb* mRNA increased in the *gcgr*^*−/−*^ α cells (Fig. 4, *A* and *B*). Furthermore, we employed the α-cell reporter line *Tg(gcga:GFP)*, which used zebrafish glucagon promoter to drive GFP-specific expression in the α cells (25), for further analysis. Seven days postfertilization, WT and *gcgr*^*−/−*^ larvae were fixed and the pancreatic islet area imaged under the confocal microscope using identical capture criteria. α-cell numbers and α-cell fluorescence intensity were measured (Fig. 4*C*). Similar to our previous data (23), the α-cell numbers were increased in *gcgr*^*−/−*^ mutants (22.5 ± 1.3 *versus* 31.8 ± 1.9) (Fig. 4*D*). The total fluorescence intensity per islet was increased in *gcgr*^*−/−*^ mutants (Fig. 4*E*). Strikingly, the average fluorescence intensity of single α cell was significantly higher in *gcgr*^*−/−*^ mutants compared with the controls (Fig. 4*F*). Taken together, these data further suggested that the KO of GCGR in zebrafish upregulated glucagon gene expression in α cells, as well as induced α-cell hyperplasia.

**Figure 4:**
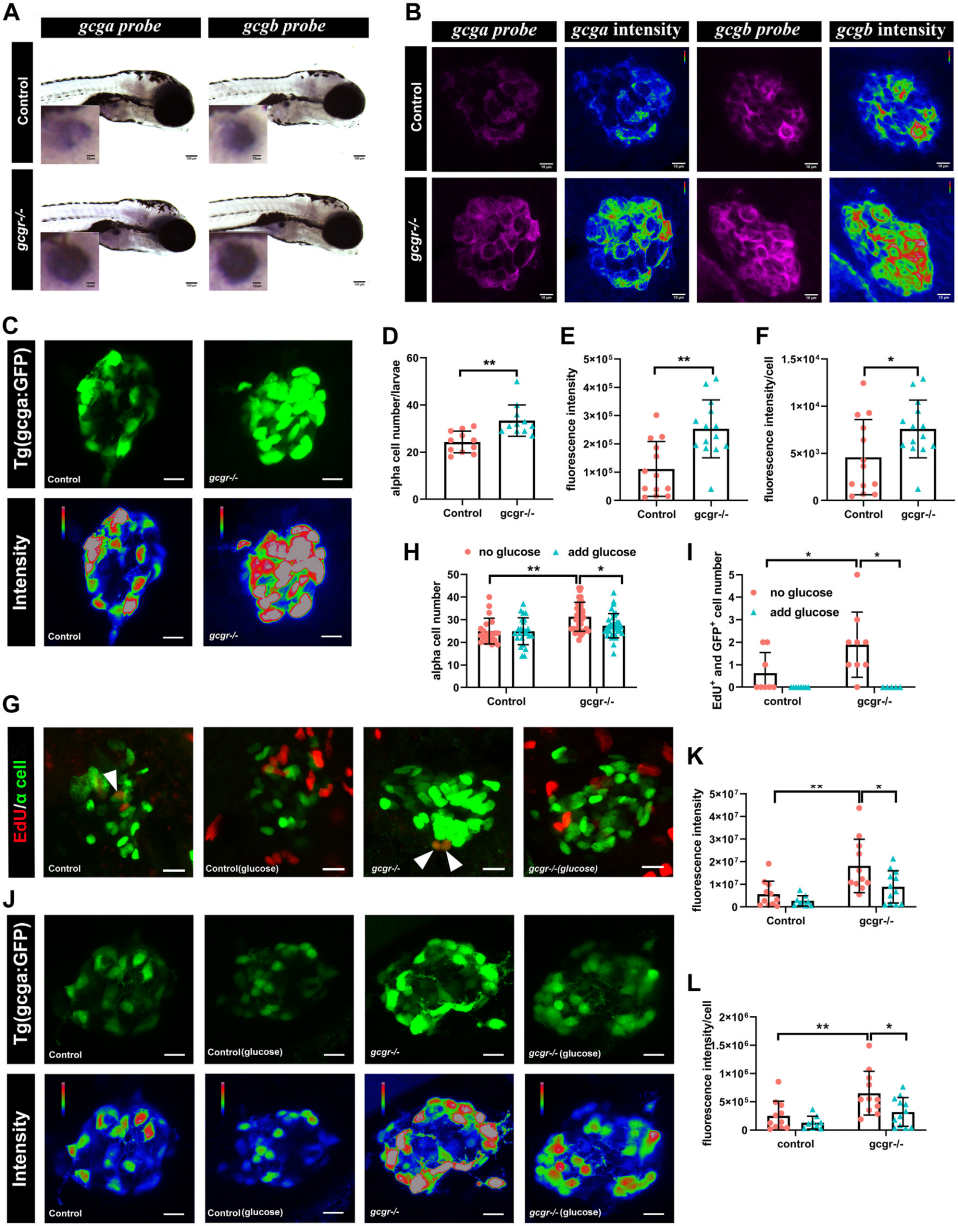
**Validation of single cell RNA data showing upregulated glucagon expression in *gcgr***^***−/−***^**zebrafish αcells.***A*, whole mount *in situ* hybridization analysis of *gcga* and *gcgb* in the control and *gcgr*^*−/−*^ α cells. The scale bar represents 100um, Scale bar in inset = 10um. *B*, fluorescence *in situ* hybridization analysis of *gcga* and *gcgb* in control and *gcgr*^*−/−*^ α cells. The scale bars represent 10 μm. *C*, representative images of the fluorescence (*green*) and intensity (*rainbow*) of α-cells from *Tg(gcga:GFP)* and *gcgr*^*−/−*^*;Tg(gcga:GFP)* zebrafish. The scale bars represent 10 μm. *D*, quantification of the α-cell number from *Tg(gcga:GFP)* and *gcgr*^*−/−*^*;Tg(gcga:GFP)* zebrafish. *E*, quantification of fluorescence intensity from *Tg(gcga:GFP)* and *gcgr*^*−/−*^*;Tg(gcga:GFP)* zebrafish. *F*, the average fluorescence intensity in each α-cell from *Tg(gcga:GFP)* and *gcgr*^*−/−*^*;Tg(gcga:GFP)* zebrafish. *D*–*F*, data represent mean ± SD with significance determined by unpaired two-tailed *t* test, ∗ *p*< 0.05; ∗∗ *p*< 0.01. *G*–*L*, hyperexpression and hyperplasia of glucagon in *gcgr*^*−/−*^ α-cells was inhibited by a high level of glucose. *G*–*I*, representative EdU staining images (*G*), α-cell quantification (*H*), and EdU-positive α-cell quantification (*I*) of different genotype larvae treated by high-level glucose. GFP+ and EdU+ cells represent the proliferative α-cells, which are indicated by arrows. Data represent mean ± SD with significance determined by two-way ANOVA, ∗ *p*< 0.05. The number of larvae (n) =20 to 36 for 4H, 5 to 8 for 4I. ANOVA results for 4H: interaction: F (1, 112) = 3.047, *p* = 0.0836; Row factor (control *versus gcgr*^*−/−*^): F (1, 112) = 15.16, *p* = 0.0002; Column factor (glucose treatment): F (1, 112) = 3.141, *p* = 0.0791. ANOVA results for 4I: interaction: F (1, 26) = 3.252, *p* = 0.083; Row factor (control *versus gcgr*^*−/−*^): F (1, 26) = 3.252, *p* = 0.083; Column factor (glucose treatment): F (1, 26) = 12.86, *p* = 0.0014. *J*, representative images of the fluorescence (*green*) and intensity (*rainbow*) of α-cells from *Tg(gcga:GFP)*, *gcgr*^*−/−*^*;Tg(gcga:GFP)* zebrafish, and high glucose-treated *Tg(gcga:GFP)* and *gcgr*^*−/−*^*;Tg(gcga:GFP)* zebrafish. The images are confocal projections; the scale bars represent 10 μm. *K*–*L*, quantification of total fluorescence intensity of GFP (*K*), and average fluorescence intensity of GFP per cell (*L*) from *Tg(gcga:GFP)*, *gcgr*^*−/−*^*;Tg(gcga:GFP)* zebrafish, and high glucose-treated *Tg(gcga:GFP)* and *gcgr*^*−/−*^*;Tg(gcga:GFP)* zebrafish. Data represent mean ± SD with significance determined by two-way ANOVA, ∗ *p*< 0.05; ∗∗ *p*< 0.01, ∗∗∗*p* < 0.001. The number of larvae (n) =9 to 11 ANOVA results for 4K: interaction: F (1, 39) = 1.789, *p* = 0.1887; Row factor (control *versus gcgr*^*−/−*^): F (1, 39) = 15.60, *p* = 0.0003; Column factor (glucose treatment): F (1, 39) = 6.641, *p* = 0.0139. ANOVA results for 4L: interaction: F (1, 39) = 1.553, *p* = 0.2201; Row factor (control *versus gcgr*^*−/−*^): F (1, 39) = 12.00, *p* = 0.0013; Column factor (glucose treatment): F (1, 39) = 7.076, *p* = 0.0113.

Our previous studies revealed that the total free glucose in *gcgr*^*−/−*^ zebrafish was lower than in the WT control, and a high level of glucose suppressed α-cell hyperplasia in *gcgr*^*−/−*^ zebrafish (12, 23). Hence, we further investigated whether the high level of glucose affected the glucagon expression in *gcgr*^*−/−*^ and control α cells in this study. When we coincubated *gcgr*^*−/−*^*;Tg(gcga:GFP)* and *Tg(gcga:GFP)* with high levels of glucose (20 mM), the α-cell number and α-cell proliferation were decreased in *gcgr*^*−/−*^ zebrafish (Fig. 4, G–I). Interestingly, the total GFP fluorescence intensity of α cells and average fluorescence intensity per α cell in *gcgr*^*−/−*^ zebrafish was significantly reduced (Fig. 4, *J*–*L*). These data suggested that high-level glucose suppressed the glucagon expression and inhibited the α-cell proliferation in *gcgr*^*−/−*^ zebrafish.

### KO of GCGR in zebrafish increases glucagon protein and granule populations in α cells

We further investigated whether the high-level expression of glucagon genes in the *gcgr*^*−/−*^ zebrafish had commensurate effects on glucagon protein levels and glucagon granules. Firstly, we performed immunostaining in control and *gcgr*^*−/−*^ zebrafish by using antiglucagon antibody. As shown in Fig. 5, *A* and *B*, the fluorescence intensity of the glucagon signal was upregulated in *gcgr*^*−/−*^ α cells, which indicated elevated glucagon protein levels. We also assessed the effect of high-level glucose on glucagon protein levels in *gcgr*^*−/−*^ α cells and observed that at a high level of glucose (20 mM), the fluorescence intensity of the glucagon signal was significantly reduced in the *gcgr*^*−/−*^ zebrafish (Fig. S6).

**Figure 5:**
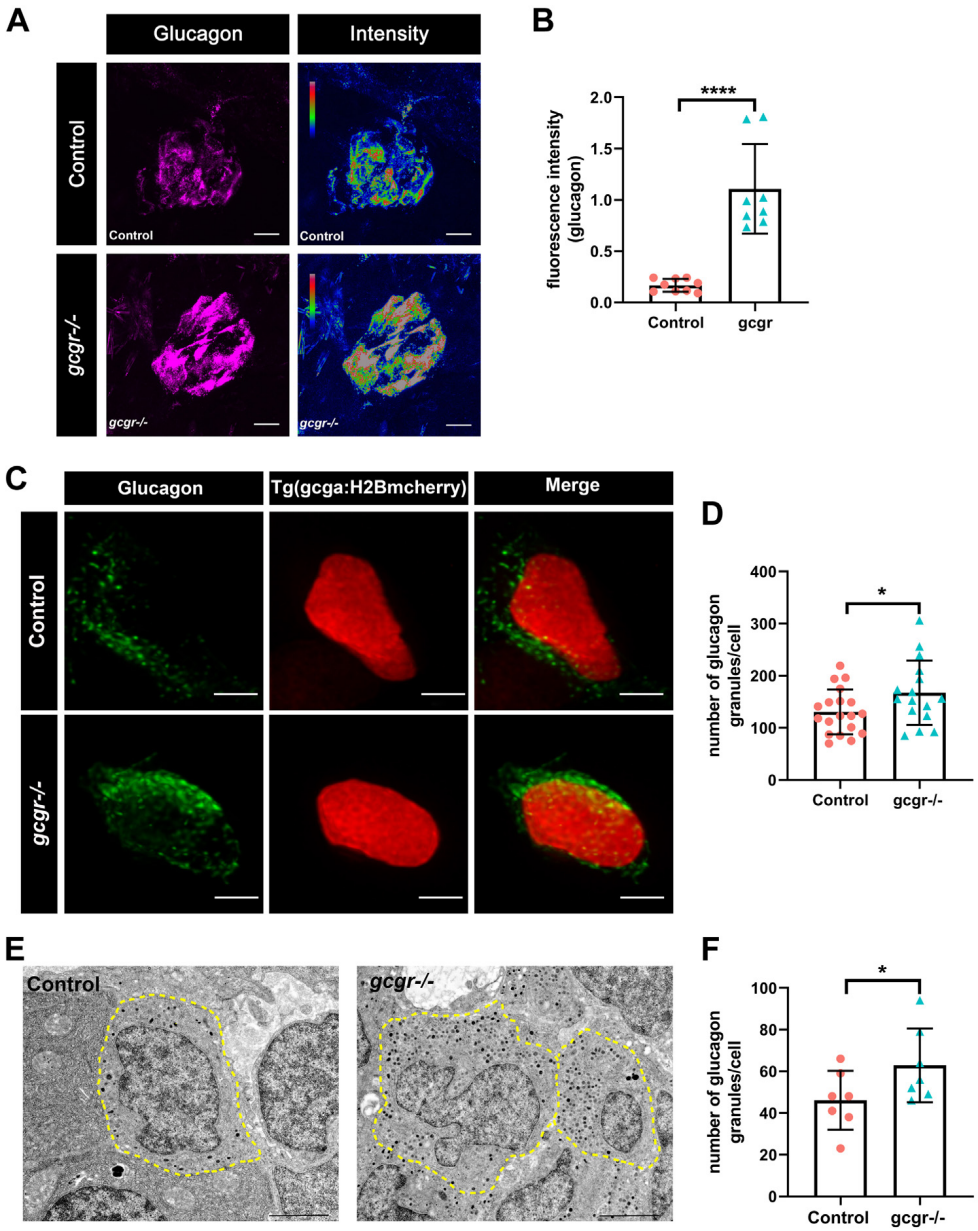
***gcgr***^***−/−***^**zebrafish increase glucagon granules and glucagon level.***A*, representative images of the fluorescence (*magenta*) and intensity (*rainbow*) of α-cells from control and *gcgr*^*−/−*^ zebrafish, which are indicated by immunostaining with antiglucagon antibody; the scale bar represents 10um. *B*, quantification of fluorescence intensity of the images from control and *gcgr*^*−/−*^ zebrafish. Data represent mean ± SD with significance determined by unpaired two-tailed *t* test, ∗∗∗∗*p* < 0.0001. The number of larvae (n) = 8 to 9. *C*, representative images of α-cells in *Tg(gcga:H2BmCherry)* and *gcgr*^*−/−*^;*Tg(gcga:H2BmCherry)* larvae, immunostained with antiglucagon antibody. *Green* staining indicates intracellular glucagon granules; mCherry protein shown as *red* labels the nucleus of α cells. The scale bar represent 2 μm. *D*, quantification of the glucagon granules content per cell from immunostained *Tg(gcga:H2BmCherry)* and *gcgr*^*−/−*^;*Tg(gcga:H2BmCherry)* zebrafish. Data represent mean ± SD with significance determined by unpaired two-tailed *t* test, ∗ *p*< 0.05, n =16 to 19 cells. *E*, electron micrographs of control and *gcgr*^*−/−*^ zebrafish. The cell boundary is depicted by dotted lines, and the glucagon granules are as *gray* and *black* dots in the cells. *F*, quantification of the glucagon granules content of control and *gcgr*^*−/−*^ from transmission electron microscopy (TEM). The scale bar represents 2 μm. Data represent mean ± SD with significance determined by unpaired two-tailed *t* test, ∗ *p*< 0.05, n = 15 to 18 cells.

To analyze the glucagon granules, a *Tg(gcga:H2BmCherry)* reporter line, which specifically labeled the nuclei of α cells with mCherry, was employed here. Seven days post fertilization, *gcgr*^*−/−*^;*Tg(gcga:H2BmCherry)* and control *Tg(gcga:H2BmCherry)* were stained with antiglucagon antibody, and the glucagon granule population was examined under the confocal microscope using the same criteria. As shown in Fig. 5, *C* and *D*, *gcgr*^*−/−*^ mutants significantly increased the number of glucagon granules in their α cells. To further investigate these changes in numbers of glucagon granules in *gcgr*^*−/−*^, we performed ultrastructural analysis of the α cells in *gcgr*^*−/−*^ and WT zebrafish larvae using transmission electron microscopy (TEM). Similar to the immunostaining analysis results, the TEM results indicated that the glucagon granule population was significantly increased in *gcgr*^*−/−*^ larvae (Fig. 5, *E* and *F*). Taken together, these data revealed that KO of GCGR led to an increase in glucagon protein and the glucagon granule population in zebrafish α cells.

### Pnoca plays an important role in the regulation of α-cell function in gcgr^−/−^ zebrafish

Further investigating enriched genes in *gcgr*^*−/−*^ α cells, *pnoca* (which encodes prepronociceptin) was increased 19.36 fold (Figs. 1*D*, 6A and Table S4), and it is specifically expressed in zebrafish α cells in the islet (26). 

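*pnoca* had 995 counts in control, 445 CPM (418 to 474), and 37243 counts in *gcgr*-/- cells, 6202 CPM (6139 to 6265). The ratio was 13.9 (13.1 to 14.9). It was counted in 26.1% of control and 78.2% of *gcgr*-/- cells, and in 12.6% and 66.0% after thinning. Cells led by *ins* had a *pnoca* count in 26.8% of control and 42.6% of *gcgr*-/- cells, so the control share was read as background. The control cell with the most *gcga* counts held 411 of the control *pnoca* counts, and another control cell, led by *sst1.1*, held 424. The ratio was 24.0 with each cell thinned, the setting chosen in advance that moved it most. It was 23.4 without the first of these control cells and 22.5 without the second, which were chosen after the data were seen.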

We examined the role of *pnoca* in the regulation of α-cell function during GCGR deficiency. We performed a knockdown of *pnoca* by coinjecting two single-guide RNA (sgRNA) and Cas9 proteins into embryos at the one-cell stage and then examined the efficiency of mutagenesis individually at 7 dpf. The successful knockdown larvae were processed for further analysis. As shown in Fig. 6, *B*–*E*, knockdown of *pnoca* reduced both α-cell numbers and α-cell fluorescence intensity (per cell) in *gcgr*^*−/−*^*;Tg(gcga:GFP)* larvae. Knockdown of *pnoca* did not affect β-cell number (Fig. S7). Moreover, the decreased α-cell numbers in *gcgr*^*−/−*^ zebrafish was mainly due to suppressed α-cell proliferation but not increased α-cell death (Figs. 6, *F*–*G*, and S8). However, knockdown of *pnoca* neither affected α-cell numbers nor α-cell fluorescence intensity in the *Tg(gcga:GFP)* control group. Taken together, these data suggested that *pnoca* plays an important role in the regulation of α-cell function in *gcgr*^*−/−*^ zebrafish, especially for glucagon expression and α-cell proliferation.

**Figure 6:**
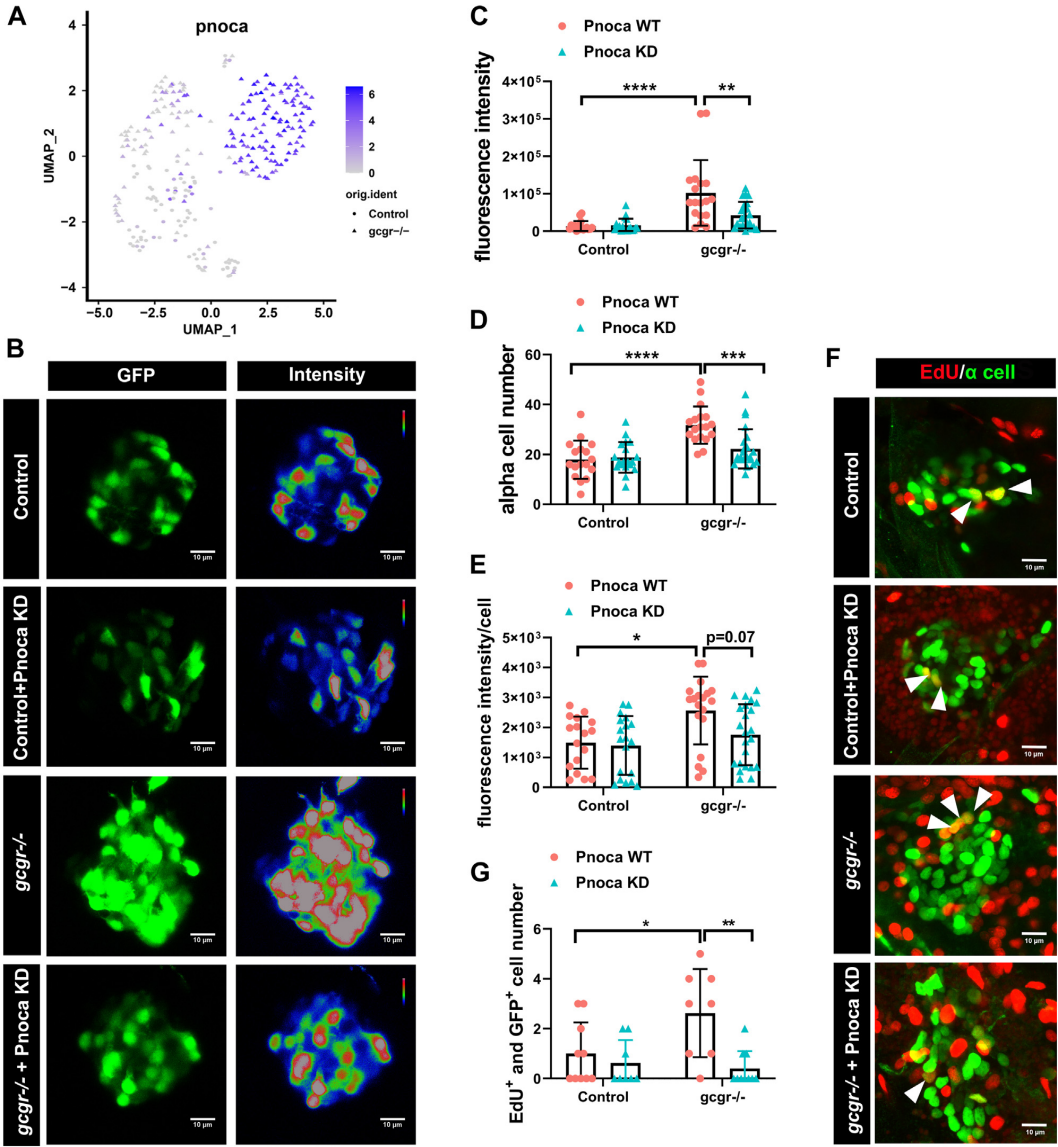
**Knockdown of *pnoca* reduces α-cell number and glucagon expression in the *gcgr***^***−/−***^**zebrafish group.***A*, the plots show the expression of *pnoca* gene, all plots are based on cell clusters shown in Fig. 1*B*. *B*, representative images of the fluorescence intensity of α cells from *Tg(gcga:GFP)*(control), *pnoca* knockdown (pnoca KD) *Tg(gcga:GFP)*, *gcgr*^*−/−*^*;Tg(gcga:GFP)*, and *pnoca* knockdown *gcgr*^*−/−*^*;Tg(gcga:GFP)* zebrafish in their respective groups. *C*–*E*, quantification of the islet fluorescence intensity (*C*) α-cell number (*D*) and fluorescence intensity in per cell (*E*) from control, *gcgr*^*−/−*^, and *pnoca* knockdown in the respective group. Data represent mean ± SD with significance determined by two-way ANOVA, ∗ *p*< 0.05; ∗∗ *p*< 0.01, ∗∗∗ *p*< 0.001, ∗∗∗∗ *p* < 0.0001, n =17 to 23. ANOVA results for 6C: interaction: F (1, 73) = 7.829, *p* = 0.0066; Row factor (control *versus gcgr*^*−/−*^): F (1, 73) = 27.97, *p* = 0.0001; Column factor (*pnoca* knockdown): F (1, 73) = 6.847, *p* = 0.0108. ANOVA results for 6D: interaction: F (1, 73) = 9.566, *p* = 0.0028; Row factor (control *versus gcgr*^*−/−*^): F (1, 73) = 26.31, *p* = 0.0001; Column factor (*pnoca* knockdown): F (1, 73) = 6.523, *p* = 0.0127. ANOVA results for 6E: interaction: F (1, 74) = 2.425, *p* = 0.1237; Row factor (control *versus gcgr*^*−/−*^): F (1, 74) = 9.723, *p* = 0.0026; Column factor (*pnoca* knockdown): F (1, 74) = 3.856, *p* = 0.0533. *F*–*G*, the representative EdU staining images (*F*) and quantification (*G*) of *Tg(gcga:GFP)*(control), *pnoca* knockdown (pnoca KD) *Tg(gcga:GFP)*, *gcgr*^*−/−*^*;Tg(gcga:GFP)*, and *pnoca* knockdown *gcgr*^*−/−*^*;Tg(gcga:GFP)* zebrafish. GFP+ and EdU+ cells represent the proliferative α cells, which are indicated by arrows. *G*, data represent mean ± SD with significance determined by two-way ANOVA ∗ *p* < 0.05; ∗∗ *p* < 0.01, n=8 to 10. ANOVA results for 6G: interaction: F (1, 32) = 5.274, *p* = 0.0283; Row factor (control *versus gcgr*^*−/−*^): F (1, 32) = 3.020, *p* = 0.0919; Column factor (*pnoca* knockdown): F (1, 32) = 10.42, *p* = 0.0029.

## Discussion

In recent years, investigators have recognized that glucagon and the hormonal effects of glucagon play a central role in the pathogenesis of type 2 diabetes (1, 27). Approaches using GCGR antagonism and GCGR KO rodent animals have shown promising effects on glucoregulation in both type 1 and 2 diabetes (28, 29, 30, 31). However, antagonizing the effects of glucagon when used as a possible therapeutic could have unwanted effects. The obvious side effects are hyperglucagonemia and α-cell hyperplasia. In animal models, the glucagon signal blockade leads to a dramatic increase in the circulatory glucagon level (11, 23, 32). A similar phenomenon was observed in patients with spontaneous glucagon receptor gene mutations or in clinical trials using antiglucagon receptor monoclonal antibody (13, 33, 34). The compensatory excessive glucagon production may limit the application of GCGR antagonism for diabetes therapy. To clarify the mechanism of GCGR blockade-induced hyperglucagonemia, most studies have focused on the α-cell hyperplasia (15, 17, 18, 35). However, no studies have gained deep insight into glucagon expression and secretion in the α-cells.

Thus, in our study, we examined effects of removal of the glucagon receptor on the α cells producing glucagon and glucagon homeostasis. We took advantage of the genetic tractability of zebrafish and recently developed single-cell RNA-seq technology. In the zebrafish GCGR KO model *gcgr*^*−/−*^, we found a small population of proliferating α cells (Fig. 2). In addition, we demonstrated that α cells in *gcgr*^*−/−*^ zebrafish dramatically increased glucagon (both *gcga* and *gcgb*) expression, as well as increased several transcription factors that regulate glucagon expression by single-cell RNA-seq analysis (Fig. 3). We further showed that glucagon mRNA was upregulated in *gcgr*^*−/−*^ animals and that *gcgr*^*−/−*^ α cells increased glucagon at the protein level, with increased glucagon granules after GCGR disruption (Figure 4, Figure 5). This could be physiologically regulated, as this increase could be suppressed by treatment with high glucose. All these data demonstrated that disruption of GCGR in zebrafish increased glucagon mRNA and protein levels beyond α-cell hyperplasia.

We also found that prepronociceptin a (*pnoca*) was highly upregulated in the α cells of *gcgr*^*−/−*^ zebrafish (Figs. 1*D* and 6A). Knockdown of *pnoca* in *gcgr*^*−/−*^ animals significantly reduced glucagon expression, as well as decreased the α-cell numbers due to suppression of proliferation (Fig. 6). Recently, *pnoca* was identified as a novel marker in zebrafish α cells (26). In addition, *pnoca* was dramatically downregulated when *pax6b,* a key regulator of pancreatic endocrine cells differentiation (36), was inactivated. However, prepronociceptin (*PNOC*) mRNA was barely detectable in α cells of mice and humans (Fig. S9). Instead, *PNOC* mRNA was expressed widely throughout the brain in mice and humans (37, 38, 39). In mammalian cells, PNOC works as a large precursor protein, which can be proteolytically processed to generate multiple neuropeptides, including nociceptin/orphanin FQ (N/OFQ), nocistatin, and orphanin FQ2 (OFQ2). N/OFQ is a 17-amino acid neuropeptide that binds to the nociceptin receptor (NOP) and is involved in the regulation of pain sensitivity, thermoregulation, hyperphagia, and reward behavior (40, 41). These data suggested that the role of *pnoca* in α cells is probably a species-specific effect. Nevertheless, the function of *pnoca,* in zebrafish α cells still requires further elucidation.

Our study revealed that KO of GCGR resulted in increased glucagon expression in α cells, together with α-cell hyperplasia. Based on our results in this study and findings from our and other groups, we suggest a new working model of α-cell response during GCGR deficiency (Fig. 7). Once the GCGR is impaired, the glucagon-GCGR pathway is disrupted, which increases glucagon demand due to compensatory mechanisms. In response to the glucagon demand, α cells stimulated by factor/factors originating from the liver, such as amino acids, cause α-cell hyperplasia through proliferation (15, 16, 17, 18, 23, 42, 43). At the same time, the existing α cells also upregulate the glucagon mRNA and protein levels to meet the increased glucagon demand (this study). Both hyperplasia and increased glucagon expression in α cells lead to more glucagon secretion and in GCGR-disrupted animals resulted in hyperglucagonemia. Our study thus has provided more information about physiological changes in α cells during GCGR disruption. However, the detailed mechanisms by which α cells in GCGR-deficient animal increase glucagon expression need to be further elucidated. This will require investigation of other genes in the affected pathways including *pnoca*. Moreover, although the zebrafish islet shares physiological similarities with the mammalian islet, some aspects of physiological functional regulation in α cells may differ between zebrafish and mammalian models. Hence, whether these findings are recapitulated in the mouse and humans need to be further investigated.

**Figure 7:**
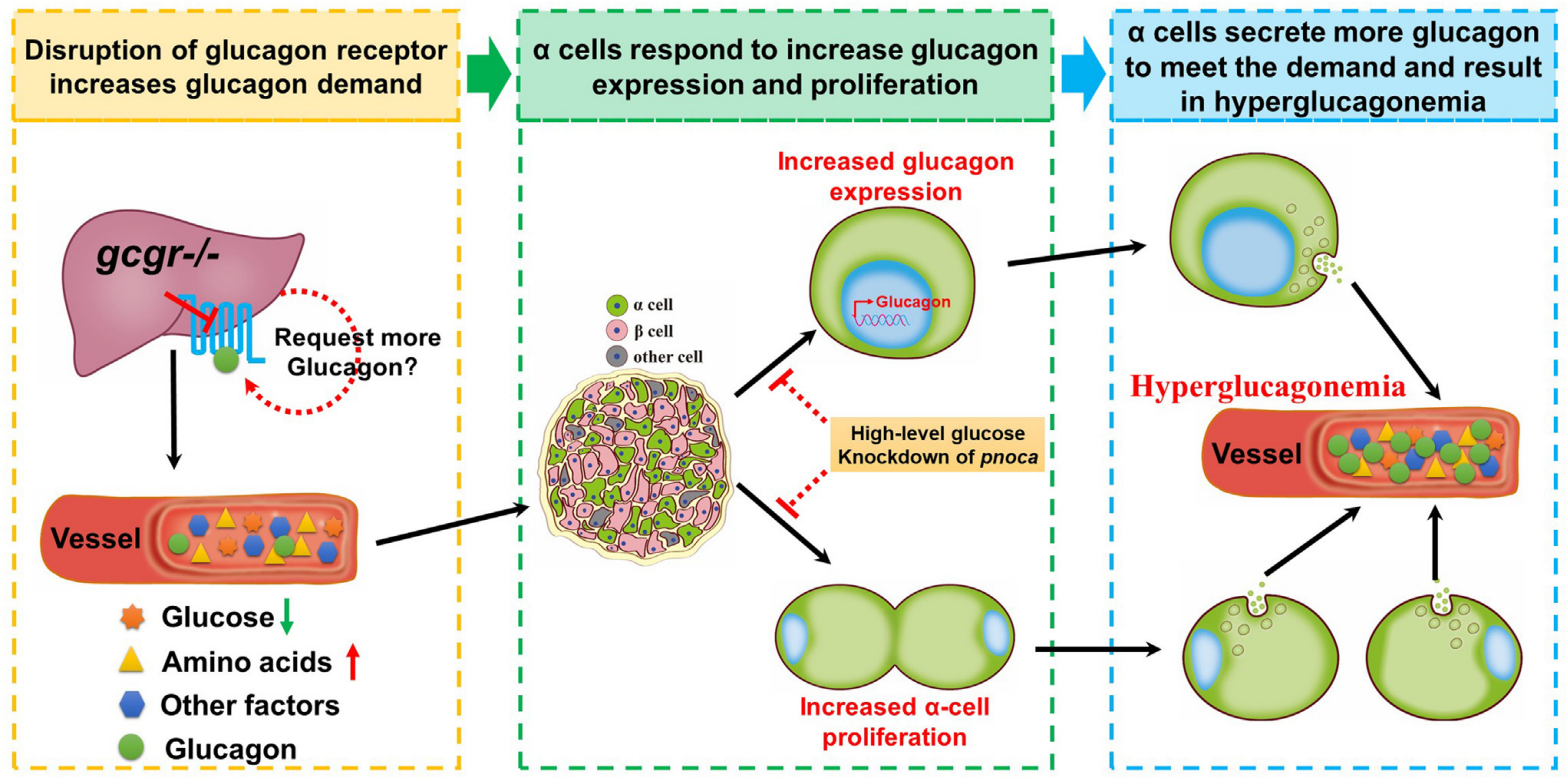
**A working model for GCGR disruption resulting in hyperglucagonemia.** Disruption of GCGR increases glucagon demand due to feedback signals from the liver and other tissues. The metabolic remodeling following GCGR disruption in the liver induces circulating factor/factors and these are transmitted to the islet. The α cells in the islet respond to these factors in two ways, one of which is to upregulate glucagon expression and the other is to induce α-cell hyperplasia. Both induce more glucagon secretion to meet the increased glucagon demand, which results in hyperglucagonemia in the circulation. However, administering high-level glucose or knockdown of *pnoca* in the GCGR KO animals suppresses both glucagon expression and α-cell hyperplasia. The dashed lines and circles indicate that there is uncertainty as to whether these effects are direct or indirect. GCGR, glucagon receptor.

## Experimental procedures

### Zebrafish line and maintenance

Zebrafish (*Danio rerio*) were maintained in a recirculating aquaculture system (Shanghai Haisheng Biotech Co, Ltd) with a 14 h:10 h light/dark cycle at 28 °C. The embryos were generated by natural breeding in the tank in an E3 embryo rearing solution at 28.5 °C and staged according to a standard protocol (44). In the research, *gcgra*^*−/−*^*;gcgrb*^*−/−*^ double mutant fish (referred as *gcgr*^*−/−*^ henceforth) (23), *Tg(gcga:GFP)* (25) and *Tg(gcga:H2bmCherry)* (45) were used. All procedures have been approved by the Xiamen University Institutional Animal Care and Use Committee (Protocol XMULAC20160089, 10 March 2016).

### Zebrafish islet isolation and single-cell suspension preparation for fluorescence-activated cell sorting

Seven days postfertilization, *Tg(gcga:GFP)* and *gcgr*^*−/−*^*;Tg(gcga:GFP)* zebrafish larvae were sacrificed and digested gently with collagenase P (1.2 mg/ml, Sigma–Aldrich) for 5 min at 37 °C, then the islets were hand-picked using forceps, from the homogenate under a fluorescence microscope (Lecia M205 FCA, Lecia Wetzlar). The isolated islets were further digested to a single cell suspension with Liberase DH (100 μg/ml, Roche) for 50 min at 36 °C. Finally, the GFP-positive cells were collected by fluorescence-activated cell sorting (BD AriaIII) into 96-well plate containing lysis buffer.

### Single-cell RNA-seq library preparation and sequencing

Single-cell 3′ end libraries were generated using a modified Smart-seq2 protocol. Single cells were collected into a 96-well plate containing reverse transcription buffer and incubated at 72 °C for 5 min, then the plate was chilled on ice. The oligo (dT) primer in reverse transcription buffer contained the oligo sequence for template switching and 9 bp unique molecular identifiers with an additional 8 bp cell barcode. Fifteen microliters PCR amplification mixture (5 μM ISPCR Primer, 7.5 mM dNTP mixture, 0.5U KAPA HiFi HotStart, 1× KAPA buffer, 12.5 mM MgCl2) was added to each well. The samples were PCR amplified (Bio-Rad C1000 Touch Thermal Cycler) using the following protocol: denaturation at 98 °C for 3 min, 24 cycles of (98 °C for 20 s, 67 °C for 15 s, and 72 °C for 6 min), with a final extension at 72 °C for 5 min. 1*X* AMPure XP bead (Beckman, A63882) and Qubit dsDNA HS Assay Kit (Invitrogen, Q32854) were used to purify the products from PCR amplification. A Nextera XT DNA sample kit (Illumina) was used to prepare the single cell libraries according to the manufacturer’s instructions. Single cell libraries were sequenced on an Illumina HiSeqX10 instrument generating paired-end 150-bp reads.

### Sequence alignment and gene expression matrix generation

The tail poly T of sequencing reads were first removed with customized scripts. The adapter in reads was trimmed using Trim Galore (-q 25 --phred33 --length 10 --stringency 3). Trimmed reads were aligned to the reads to the GRCz11 reference genome (UCSC) using STAR (46). The reads in each cell were counted using featureCounts (47) (-T 5 -p -t CDS). The gene expression matrix was generated by combining the expression of each cell. Finally, we obtained a matrix of 24,900 genes and 576 cells (384 *gcgr*^*−/−*^ α cells and 192 control α cells).

### Processing of single-cell RNA-seq data

Seurat R package v3.0 (48, 49) was used to perform further analysis including quality control, highly variable gene identification, dimensionality reduction, unsupervised clustering, and DEG identification. One-hundred thirty-four low-quality cells were removed if the detected gene number was lower than 500 or the proportion of mitochondrial genes greater than 10%. After quality filtering, the mean and median numbers of detected genes per cell were 1019.2 and 956.0, respectively. SCTransform function was used to normalize the counts and identify the highly variable genes. ElbowPlot function was applied to choose significant principal components (PCAs). Finally, 3000 highly variable genes and 30 PCAs were used as an input of dimensionality reduction. FindClusters function (reduction.type = ‘umap’, resolution= 0.8) was performed to cluster cells. For data visualization, we projected the cells in 2D space using UMAP.

### Differentially expressed markers identification and pathway enrichment analysis

FindAllmarkers function (min.pct = 0.25, logfc.threshold = 0.25, test.use=‘wilcox’) was conducted to find markers differentially expressed among clusters. FindMarkers function (min.pct = 0.25, logfc.threshold = 0.1, test.use=‘wilcox’, ident.1=‘*gcgr*^*−/−*^’, ident.2=‘control’) was performed to identify markers differentially expressed among *gcgr*^*−/−*^ α-cells and control α-cells. The website MetaScape (50) was used to perform the pathway enrichment analysis of gene clusters.

### Single-cell trajectory analysis

Monocle v2.16.0 (51) R package was used for single cell trajectory analysis. The DEGs between *gcgr*^*−/−*^ α-cells and control α-cells were used as “ordering genes.” A DDRTree method in “reduceDimension” function was chosen to reduce the dimensionality of the data. The “orderCells” function was used to order the cells along the trajectory.

### Whole-mount *in situ* hybridization and whole-mount immunofluorescence

The digoxigenin-labeled antisense RNA probes were synthesized *in vitro* by T3 RNA polymerase (Beyotime D7066). The whole-mount *in situ* hybridization was performed as described previously (23).

The whole-mount immunofluorescence was carried out as described by Jennifer *et al*. (52). The immunofluorescence was performed following *in situ* hybridization. In brief, the larvae were incubated with antiglucagon antibody (Sigma G2654) at 4 °C overnight, then washed with PBST (0.1% tween-20 in PBS). Alexa Fluor 488 secondary antibody (Thermo Fisher A11001, 1：1000) was used for detection following incubation for 2 h at room temperature (RT). The images were captured by Leica SP8 confocal system.

### Zebrafish α-cell imaging and fluorescence intensity measurement

The *Tg(gcga:GFP)* zebrafish larvae or immunofluorescence-stained larvae were fixed in 4% paraformaldehyde in PBS overnight and then flat mounted in Aqua-Mount (Richard-Allan Scientific) with their right side facing the coverslip. All the images were collected using a confocal microscope (Lecia Wetzlar, SP8). In addition, all the images were captured under identical criteria. Fluorescence intensity was analyzed by ImageJ software (National Institutes of Health). The total fluorescence value was analyzed based on a constant threshold. The representative rainbow images show the different intensity range in the different groups. The α-cell numbers of islets were counted manually based on the captured images. The intensity per cell was calculated using the following equation: intensity/cell= total intensity of the frame/total number of cells in the same frame.

### TEM analysis for zebrafish α cells

Seven days postfertilization, zebrafish larvae were fixed in 2% glutaraldehyde and 2% paraformaldehyde in 0.1 M sodium PBS for 2 h at RT. The islets were hand-picked under a stereoscopic fluorescence microscope (Leica, M205 FCA), mounted in 1% agarose, and then refixed in 1% osmium tetroxide in 0.1 M sodium PBS at RT for 2 h, followed by dehydration using gradient ethanol. Finally, the specimens were embedded in epoxy resin. The ultrathin sections were cut and mounted on copper grids; the sections were stained using uranyl acetate and lead citrate. The picture was captured by H-7800 transmission electron microscope (HITACHI). Zebrafish α cells (glucagon-producing) were identified by the presence of round dense core vesicles without any halo. In contrast, zebrafish β cells (insulin-producing) are characterized by the presence of immature secretory granules with light core as well as mature secretory granules with a dense core and a prominent halo.

### Inactivation of pnoca by Crispr-Cas9

For the *pnoca* knockdown, two sgRNA targets were designed: CGTGGTGTGACTGCCAGAAGG and GTGTCTGGTTGAGTGTCATGG. The sgRNAs were synthesized using an *in vitro* transcription kit (Invitrogen, AM1314). The mixture of two sgRNAs (50 ng/μl) and Cas9 protein (2 μM, NEB, M0646) was injected in fertilized zebrafish eggs. At 7 dfp, the efficiency of mutagenesis was tested by heteroduplex migration assays after PCR amplification as described previously (53). The mutagenesis ratio of zooids were analysis by ImageJ; the larvae with a mutagenesis ratio of more than 50% were used for further analysis.

### Glucose exposure

The *Tg(gcga:GFP)* and *gcgr*^*−/−*^*; Tg(gcga:GFP)* zebrafish larvae were incubated with 20 mM glucose in a 0.3× Danieau solution from 4 to 7 dpf for 3 days. At 7 dpf, the larvae were harvested and fixed in a 4% paraformaldehyde in PBS overnight for analysis.

### EdU staining

The proliferating α-cells were identified by the Click-iT EdU Alexa Fluor 594 Imaging Kit (C10339; Invitrogen). Six days postfertilization, zebrafish larvae were incubated with 1 mM 5-ethynyl-2-deoxyuridine (EdU) for 24 h in each group. EdU was detected by Click reaction according to the manufacturer’s protocol, and after the EdU staining, GFP (ProteinTech 50430-2-AP) immunostaining was performed to clarify the α cells. Images were captured by Leica SP8 microscope.

### Apoptosis analysis by TUNEL assay

For the cell apoptosis, we used a TUNEL assay. In brief, the PFA-fixed 7 dpf zebrafish larvae in each group were permeabilized using 10 μg/ml proteinase K for 30 min, and the apoptotic cells were stained using a TUNEL apoptosis detection kit Alexa Fluor 640 (YEASEN, 40308ES20) according to the manufacturer’s instructions. Images were captured by Leica SP8 microscope.

### Statistical analysis

Data are presented as means ± SD. Data were analyzed by two-way ANOVA for two-factor assays, followed by Tukey’s post hoc test, with all ANOVA analysis results reported in the figure legends. Two-tailed unpaired *t*-tests were used for single factor assays. Data were considered statistically significant at *p* < 0.05. Data analyses were performed using the GraphPad Prism 9 (GraphPad Software Inc).

## Data availability

All sequencing data were deposited in the Gene Expression Omnibus (GEO) repository (accession number GSE179894; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE179894). The zebrafish strains used in this study are available from the corresponding author upon reasonable request.

## Ethics approval and consent to participate

All animal procedures conformed to the institutional guidelines of the Xiamen University Institutional Animal Care and Use Committee (IACUC).

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts interest with the contents of this article.

# Supplementary material for: Disruption of the glucagon receptor increases glucagon expression beyond α-cell hyperplasia in zebrafish
**Source:** J Biol Chem. 2022 Nov 9;298(12):102665. doi: 10.1016/j.jbc.2022.102665
**Supplement:** Supplemental Figure

Supplemental figures and figure legends

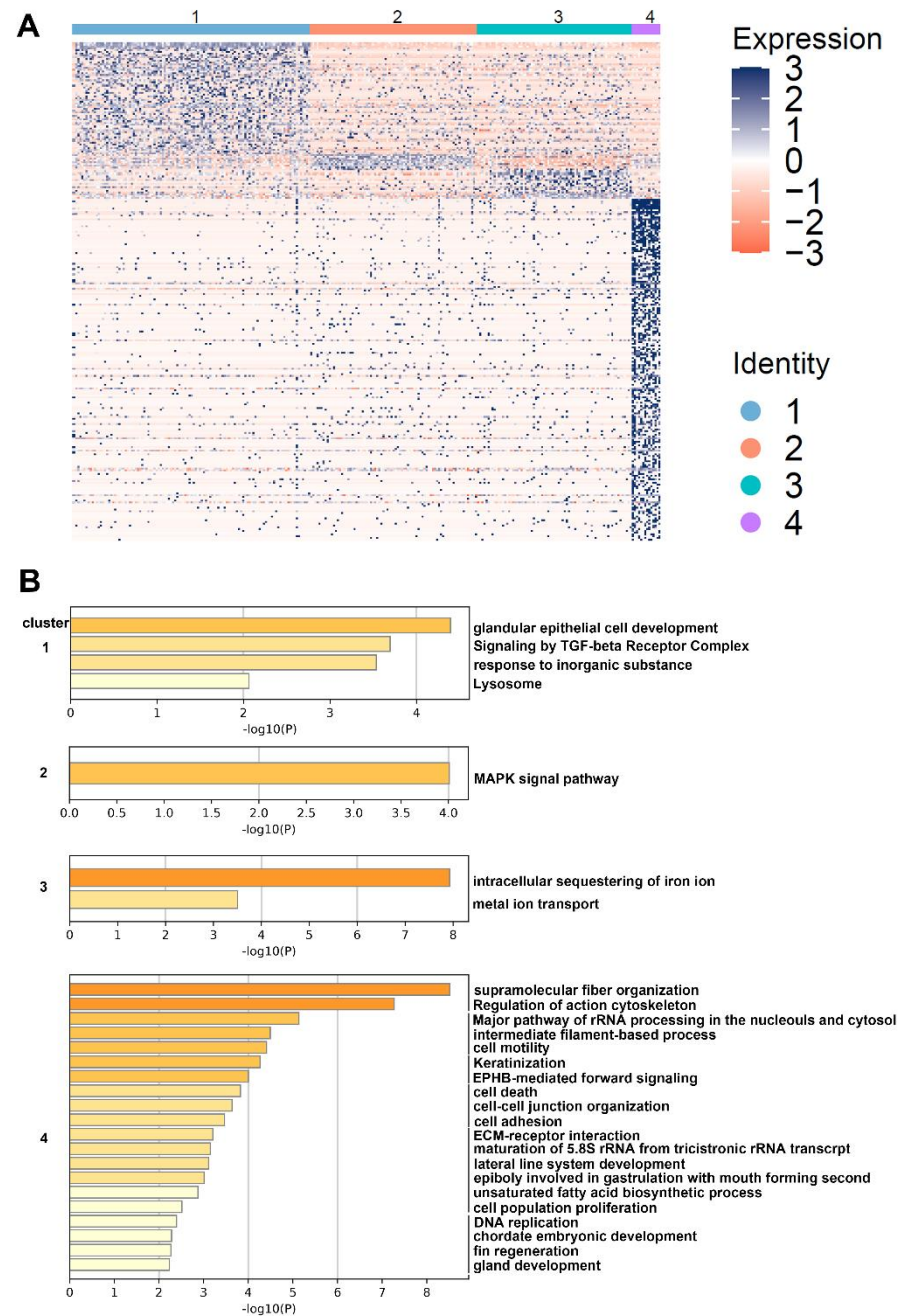

**Figure S1, Analysis of the most variable genes in each cluster.**

**A**, Heatmap of the highly expressed genes in each cluster. Each column represents a single cell sample, and each row represents one gene. The cell clusters were labeled on the top of the heatmap, the color scale ranges from orange to blue corresponding to low to high expression levels. **B**, Pathway enrichment analysis of the highly expressed genes in each cluster, the cell clusters are labeled on the left of the image, and the pathways are labeled on the right.

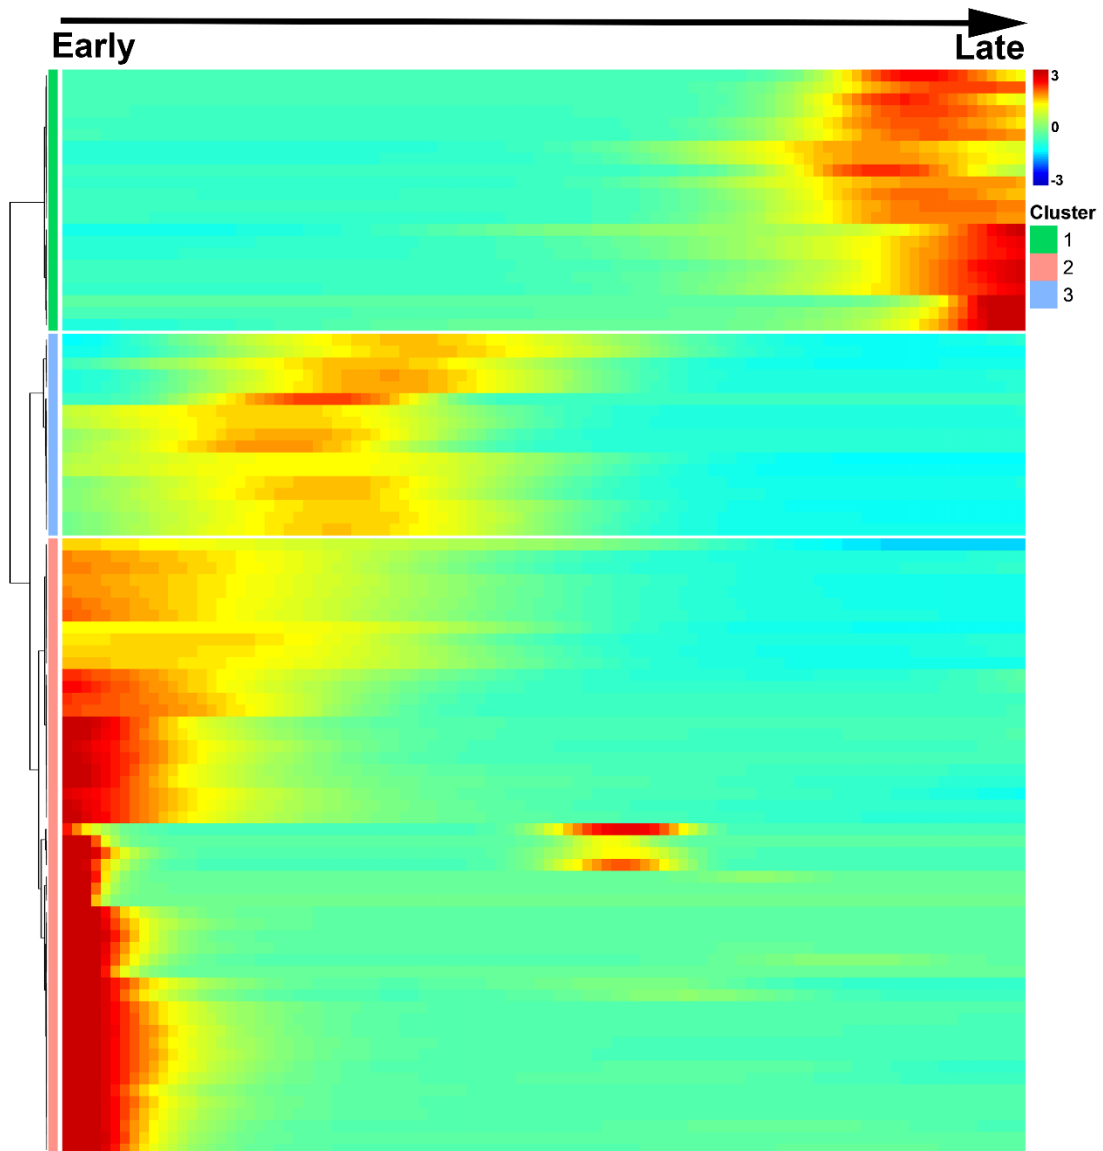

**Figure S2, The dynamically expression genes across pseudotime.**

The dynamically expression genes ( $q < 0.01$ ) are shown in the branched heat map. Each row represents a gene, and the color scheme represents the z-score distribution from -3.0 (blue) to 3.0 (red). The three cluster genes are shown as the early (cluster2), middle (cluster3), late (cluster1) expression patterns across pseudotime.

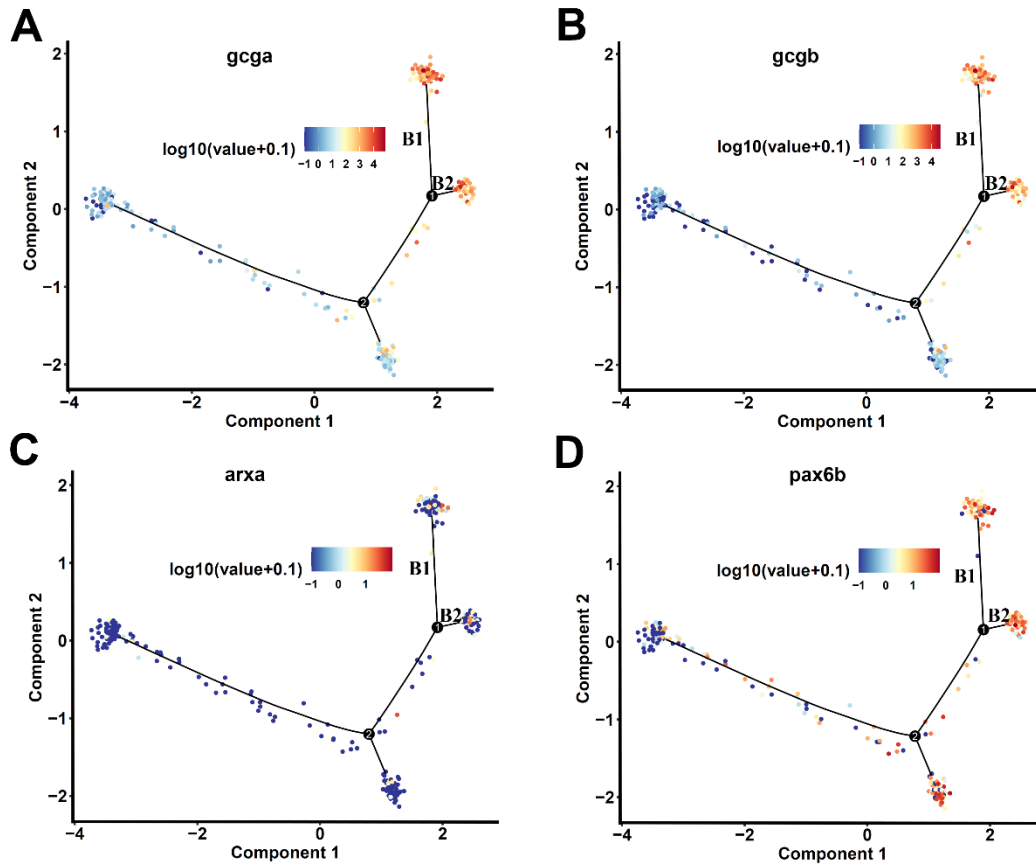

**Figure S3, The  $\alpha$  cell marker genes expression in pseudotime trajectory.**

The expression tendency of  $\alpha$  cell marker genes in pseudotime trajectory, *gcga* (A), *gcgb* (B), *arxa* (C) and *pax6b* (D). Numbers 1 and 2 represent decision point 1 and point 2; B1 and B2 represent branch 1 and branch 2. The color indicates the expression level in each cell, all plots for pseudotime trajectory are based on cell distribution as shown in Fig 1E.

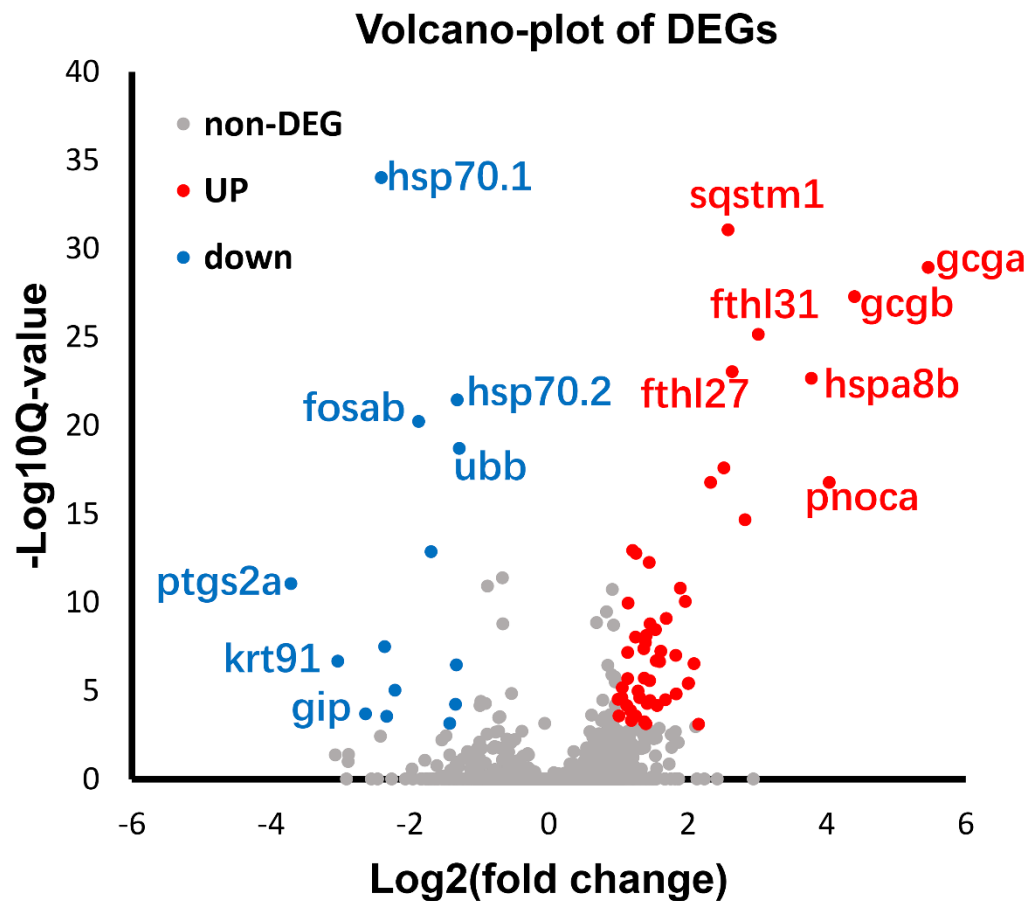

**Figure S4, The volcano plot of DEGs (differentially expressed genes) between control and *gcgr*<sup>-/-</sup> zebrafish.**

The DEGs are shown in the volcanic plot by the distribution of significance [-log10(q-value)] vs fold change [log2(fold change)] for genes. The up and down-regulated genes are labeled in red and blue respectively, and some DEGs are marked with the gene names.

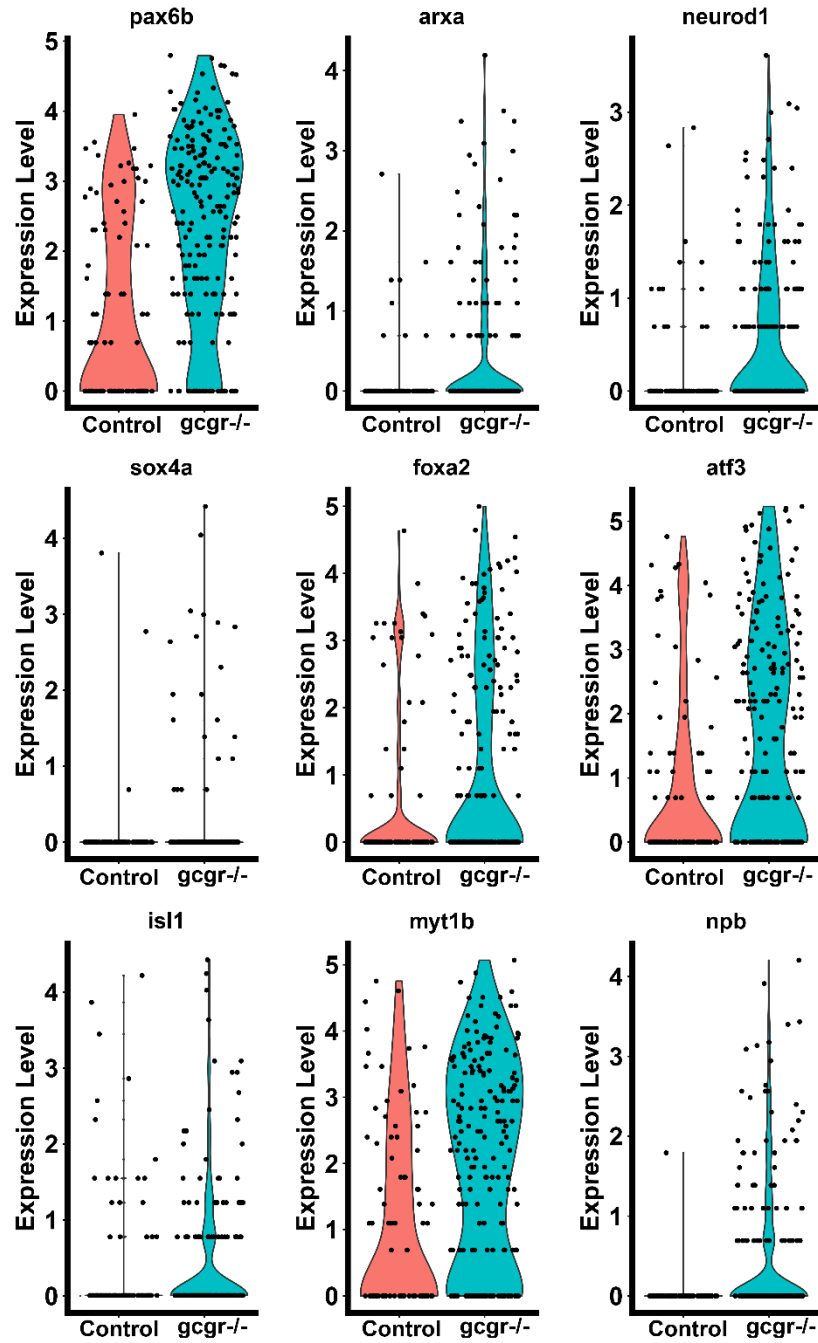

**Figure S5, Violin plot for glucagon regulators compared between control and  $gcgr^{-/-}$  zebrafish.**

The violin plots show the relative expression of *pax6b*, *arxa*, *neurod1*, *sox4a*, *foxa2*, *atf3*, *isl1*, *myt1b* and *npb* in  $\alpha$  cells from control (red) and  $gcgr^{-/-}$  (green). The gene name is indicated on top of each violin plot and the value on the Y-axis represents the gene expression level in  $\log_{1p}(\text{counts})$ .

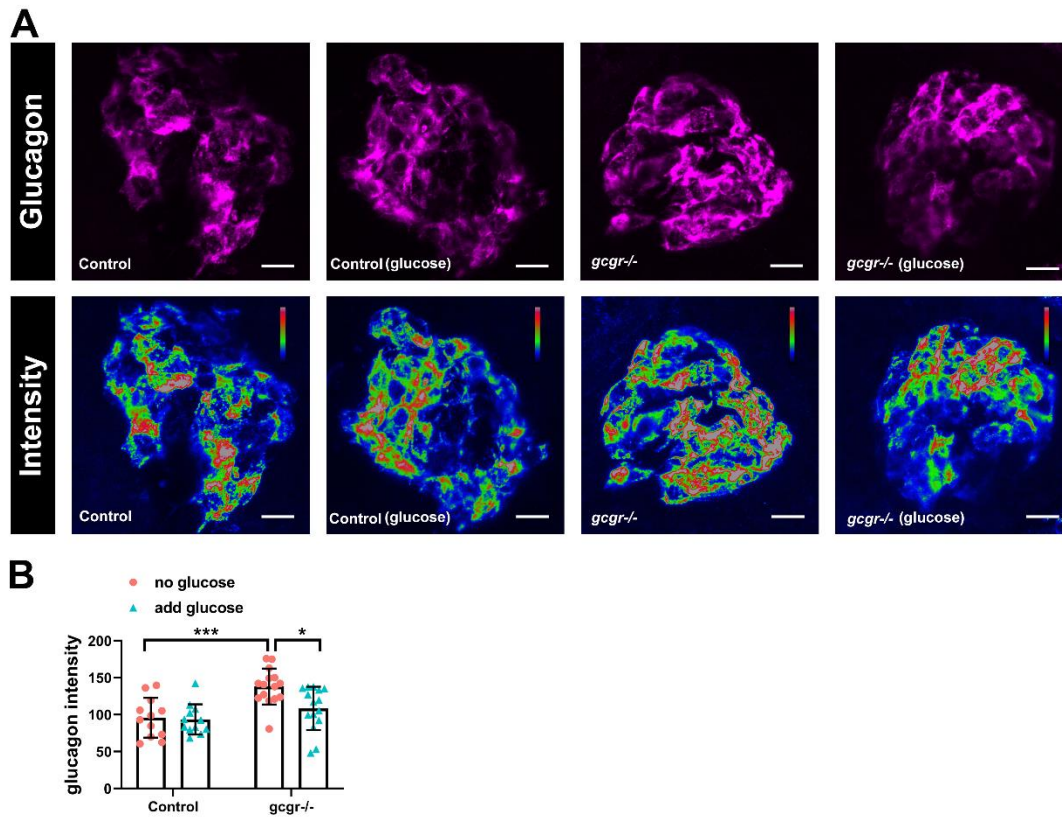

**Figure S6, High-level glucose decreased the glucagon protein level in *gcgr*<sup>-/-</sup>  $\alpha$  cells**

**A**, Representative images of the fluorescence (magenta) and intensity (rainbow) of  $\alpha$  cells from control, *gcgr*<sup>-/-</sup>, and high-level glucose-treated control and *gcgr*<sup>-/-</sup> zebrafish, which are indicated by immunostaining with anti-glucagon antibody, scale bar = 10 $\mu$ m.

**B**, Quantification of fluorescence intensity of larvae from control, *gcgr*<sup>-/-</sup> zebrafish, and high-level glucose-treated control and *gcgr*<sup>-/-</sup> zebrafish. Data represent mean  $\pm$  SD with significance determined by two-way ANOVA, \*  $p < 0.05$ ; \*\*\*  $p < 0.001$ ,  $n = 12-15$ . ANOVA results for S6B: interaction:  $F(1, 50) = 3.771$ ,  $p = 0.0578$ ; Row factor (control vs *gcgr*<sup>-/-</sup>):  $F(1, 50) = 16.52$ ,  $p = 0.0002$ ; Column factor (glucose treatment):  $F(1, 50) = 5.183$ ,  $p = 0.0271$ .

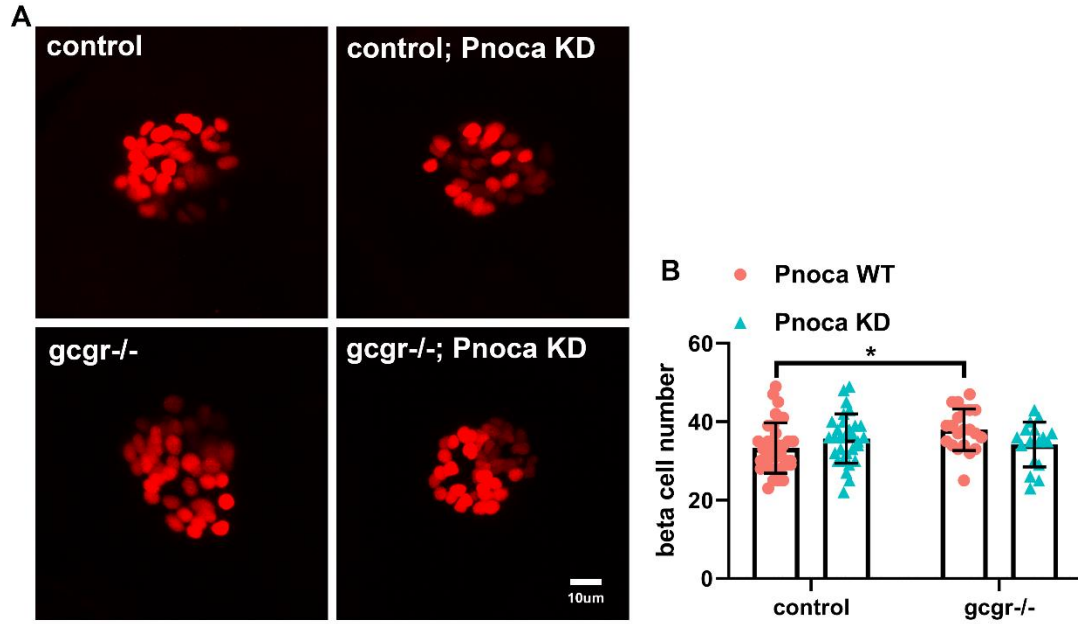

**Fig S7, Knockdown of *pnoca* did not change the  $\beta$ -cell number in control and *gcgr*<sup>-/-</sup> zebrafish.**

**A**, Representative images of control *Tg(ins:H2BmCherry)*, *pnoca*-knockdown *Tg(ins:H2BmCherry)*, *gcgr*<sup>-/-</sup>; *Tg(ins:H2BmCherry)* and *pnoca*-knockdown *gcgr*<sup>-/-</sup>; *Tg(ins:H2BmCherry)* zebrafish. **B**, Quantification of the  $\beta$  cells in each group. Data represent mean  $\pm$  SD with significance determined by two-way ANOVA, \*  $p < 0.05$ ,  $n = 17-35$ . ANOVA results: interaction:  $F(1, 99) = 6.206$ ,  $p = 0.0144$ ; Row factor (control vs *gcgr*<sup>-/-</sup>):  $F(1, 99) = 1.600$ ,  $p < 0.2089$ ; Column factor (*pnoca* knockdown):  $F(1, 99) = 0.3003$ ,  $p = 0.5849$ .

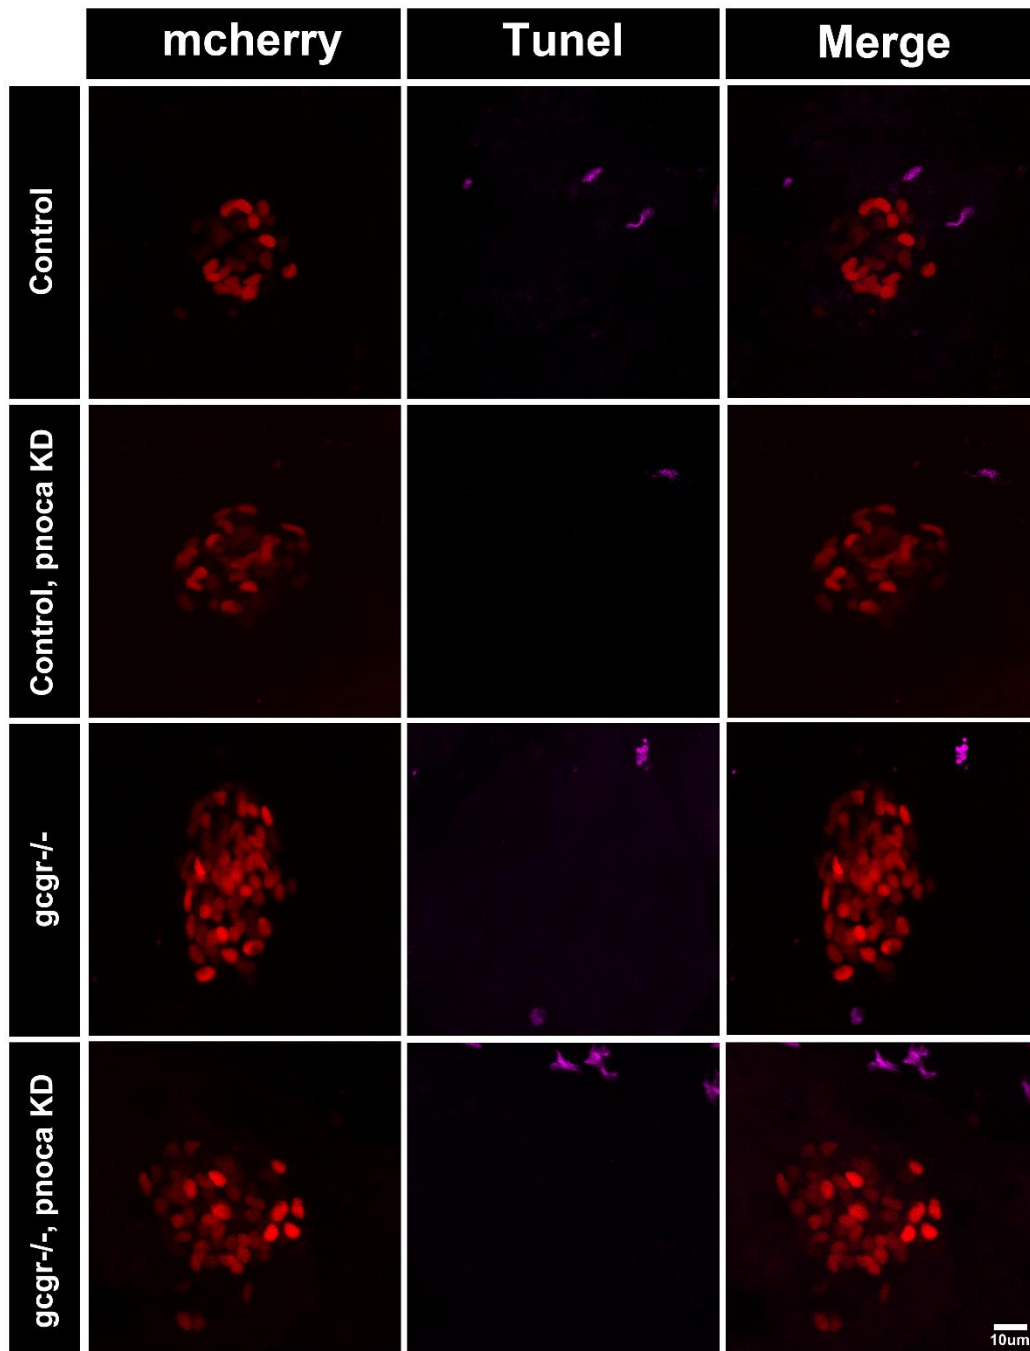

**Fig S8, Knockdown of *pnoca* did not induce the apoptosis in  $\alpha$  cell of control and *gcgr*<sup>-/-</sup>.**

Cell apoptosis in the *pnoca* knockdown larvae of control *Tg(gcga:H2BmCherry)* and *gcgr*<sup>-/-</sup>; *Tg(gcga:H2BmCherry)* zebrafish groups were detected using a TUNEL apoptosis detection kit at 7dpf. Representative images of TUNEL labeling are shown, with Tunel<sup>+</sup> cells representing the apoptotic cells indicated by magenta; there is no co-localization of magenta and mCherry in any group, n=7-12.

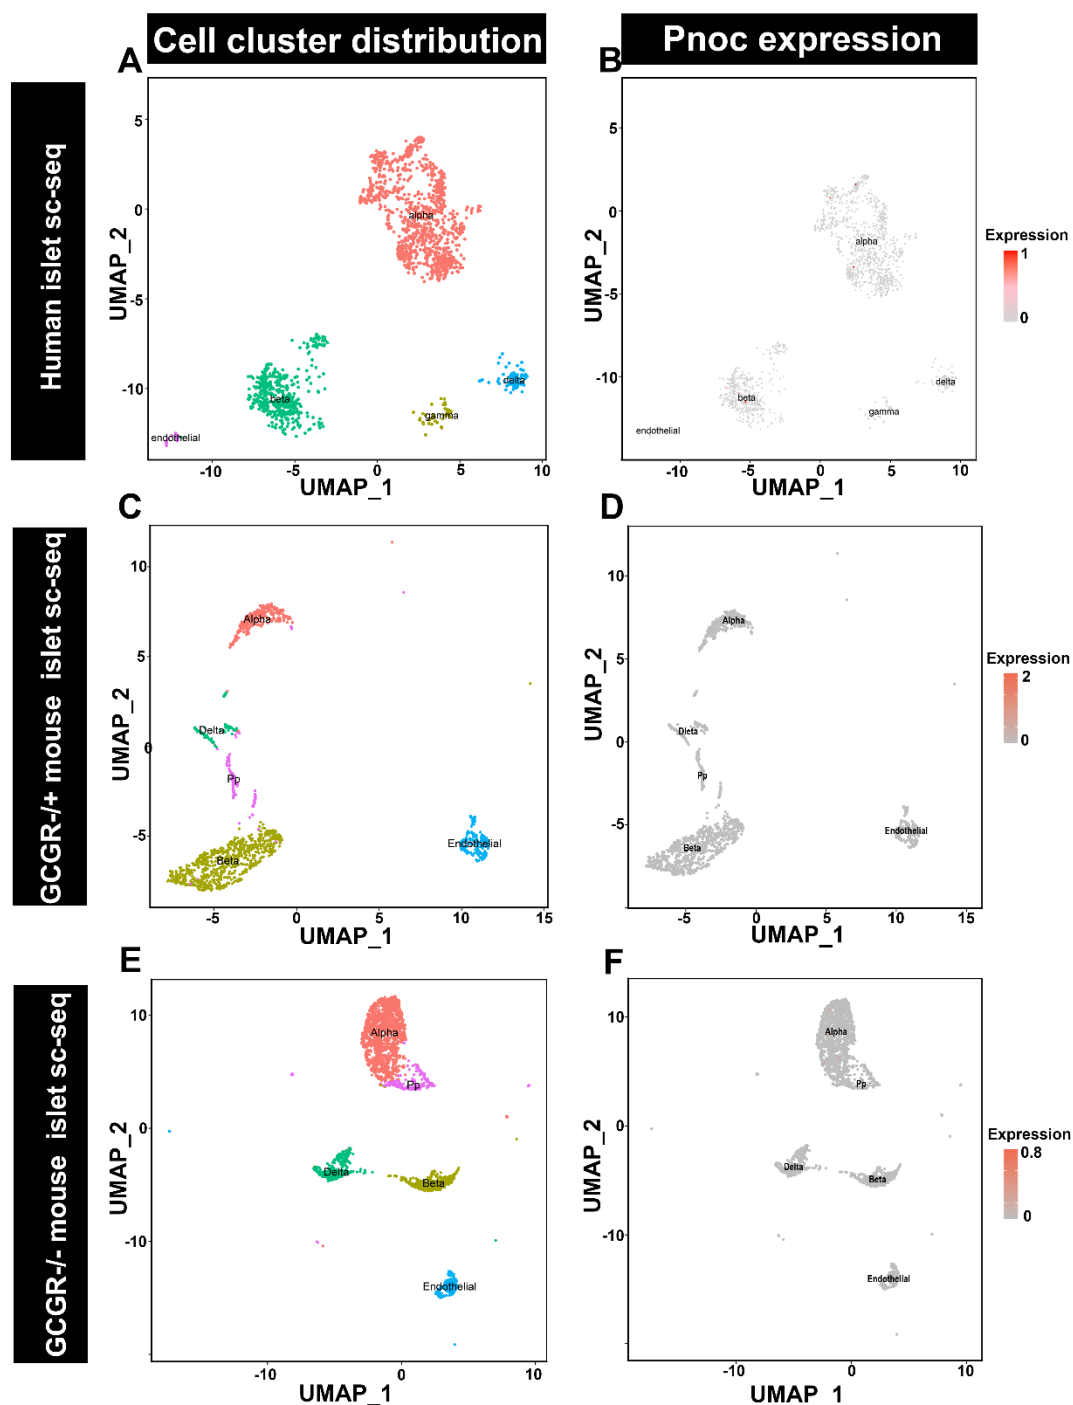

**Figure S9, Expression profile of *Pnoc* in human and mouse endocrine cells.**

The analysis was based on the islet single-cell RNA-seq data obtained from NCBI GEO database (human GSE81547; mouse *Gcgr*<sup>+/+</sup> and *Gcgr*<sup>-/-</sup> GSE142233, in which *Gcgr*<sup>+/+</sup> was used as the control group). The endocrine cells type clusters distribution are indicated (A, C and E). The *Pnoc* expression levels are indicated in B, D and F.

The cell plots are based on the cell cluster shown in A, C and E respectively. The color scale ranges gray to red corresponding to expression levels low to high.

How the deposited data were processed for this re-analysis (not part of the article)

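Single cells sorted for green fluorescence from 7 dpf zebrafish islets were measured by a modified Smart-seq2 protocol in 2 samples, control (*Tg(gcga:GFP)*) and *gcgr*-/-;*Tg(gcga:GFP)*, with 1 sample per condition. Before deposit, the authors removed poly T tails, trimmed adapters with Trim Galore, aligned the reads to GRCz11 with STAR and counted them on coding sequence with featureCounts, so the values are raw read counts per gene and cell, as the paper's methods describe and as whole numbers with a different total in each cell show. The methods state no collapsing of unique molecular identifiers. For each sample the authors deposited 1 table of all sequenced cells and 1 table of the cells left after their quality filter and the removal of potential β and δ cells, 4 tables in all. The kept cells had the same counts in both tables of a sample. The rule by which β and δ cells were removed is not given in the paper's text. Genes were joined by their position in the tables, because 17 gene names were spelled differently between them. Gene names are used as the tables give them, and no coordinates are given.

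The authors then used Seurat for normalization with SCTransform, clustering and a Wilcoxon test in which cells were the units, Monocle for the trajectory and Metascape for enrichment. Here, the kept cells were used unless stated, 88 control and 197 *gcgr*-/- cells. Their counts were summed per sample and expressed as CPM. No test of the genotype was made, since cells of 1 sample are not replicates, and no p value, adjusted value or number of changed genes is given for it. Sums have exact Poisson intervals, ratios exact conditional intervals and shares exact binomial (Clopper-Pearson) intervals at the 95% level. Those for sums and ratios cover counting error only, with each read taken as an independent count, and are too narrow where reads are PCR copies. A gene with 0 counts in a sample was set at 3 counts over that sample, and no ratio is given where both samples are at or under that floor. The ratio and its interval were tested on simulated data, with known changes put into 200 of 3148 genes. Of these, 100% came out in the right direction, and 95.8% of the intervals over the 3148 genes held the true ratio. The simulated cells of a sample shared 1 expression profile, and their reads were drawn independently. The test therefore checks the calculation only, and cannot show how the intervals do where cells differ or reads are PCR copies.

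Genes were named by a rule set in advance: every gene that the paper's results text or its Figs. 1D, 2, 3, 6A and S5 name for the sequencing data, the disrupted genes, chaperone and stress genes of Table S4, and the 5 genes with the largest ratio in each direction among those with at least 100 CPM in the higher sample, at least 10 counts in the lower one and a count in at least 25% of the cells of the higher sample. The result for 1 gene that this rule takes in is not reported here. Lists of markers for α, δ, β, acinar, epithelial, liver and endocrine cells were also set in advance. Clusters are given by number, since a name from these lists would rest on few markers.

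Each cell was assigned the hormone transcript with the most counts among 8 (*gcga*, *gcgb*, *sst1.1*, *sst1.2*, *sst2*, *ins*, *gip* and *ghrl*) if it had at least 1% of the cell's counts. This limit was chosen after the values were seen. Cells were thinned to 5000 counts by drawing counts without replacement with a fixed seed. Clustering used Seurat 5.3.0 and sctransform 0.4.2 in R 4.3.3, with the first version of the regression, 3000 variable genes less the genes of Table S4, 30 principal components and a resolution of 0.8. The other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. Library relations were tested with 100000 permutations and lists of genes against 10000 random lists of like expression.

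The alternatives were the mean of per-cell CPM, thinned counts, SCTransform-corrected means plus 1, library totals without 9 hormone genes, all cells that passed the quality filter, all sequenced cells, at least 750 detected genes or 10000 counts per cell, each plate letter left out in turn (prefixes of the cell names were read as plate letters and libraries), and, for the clusters, all genes, resolutions of 0.4 and 1.2 and 10 principal components. The trajectory and the enrichment were not run again, and clustering on UMAP coordinates was not used here. In situ hybridization, EdU, antibody staining, electron microscopy and *pnoca* knockdown have no sequencing data and were not analysed here.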

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

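The test on *ghrl*, and leaving out single cells, were chosen only after the result was seen.

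The paper does not report on *ghrl*, and in the *gcgr*-/- cells it was at 25725.4 CPM against 13485.5 CPM in the control cells, a ratio of 1.91 (1.88 to 1.93, counting error only). A single control cell held 19590 of the 30147 *ghrl* counts of its sample, and without it the ratio was 5.32; without the *gcgr*-/- cell with the most *ghrl* counts it was 1.53. Cells in which *ghrl* was the leading hormone transcript numbered 12 of 197 in the *gcgr*-/- sample, 6.09% (3.19 to 10.4%), and 3 of 88 in control, 3.41% (0.709 to 9.64%), and these intervals overlap. These cells held 98.6% of the *ghrl* counts of the *gcgr*-/- sample and 98.66% of those of the control sample. The higher level may therefore come mostly from a larger share of *ghrl*-led cells in the sort. The remaining cells had 386 CPM of *ghrl* in the *gcgr*-/- and 189.6 CPM in the control sample. An effect of the genotype on the number of such cells stays open and was not tested, because there was 1 sample per condition and no plate letter held both samples.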

How the results depend on the processing

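Alternatives were listed before the data were examined, except leaving out a single cell with the most counts of a gene and the ratio of median per-cell CPM. How lists and clusters are summarised (genes above 1, percent of cells in the majority sample of their cluster) was also chosen afterwards. No paired analysis was possible because there was 1 sample per condition. No alternative has a test.

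*gcga*, *gcgb* and *pnoca* were higher in the *gcgr*-/- cells under each setting run. In the order *gcga* (70.15), *gcgb* (25.54) and *pnoca* (13.93), the ratios were 53.82, 20.36 and 23.16 as the mean of per-cell CPM, 53.2, 19.54 and 24 after thinning, and 51.45, 19.56 and 19.32 with SCTransform-corrected means. They were 61.07, 29.31 and 12.34 over cells passing the quality filter, 61.17, 29.59 and 12.48 over all cells, and 61.92, 22.48 and 12 with at least 750 genes. Without hormone genes in the total, *gcga* was 73.8 and *gcgb* 26.87; with at least 10000 counts, all 3 stayed within their counting intervals. The cause was not tested for these settings.

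Without plate A, B, D or F, *gcga* was 34.92, 457.9, 72.81 or 66.69. *gcgb* was 11.79, 1273.8, 29.12, 27.25 or 19.32 without plate A, B, C, E or F, and *pnoca* was between 13.5 and 14.33 without each plate. Plates A and B hold control cells, and 1 control cell holds 2097 of 2930 *gcga* counts. Without this cell the ratios were 243.2, 351.5 and 23.4, and without the control cell with the most *pnoca* counts *pnoca* was 22.52. Plates were read from the prefixes of the cell names. The ratio of median per-cell *gcga* CPM was 84.46.

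*isl1* (1.47) fell below 1 as the mean of per-cell CPM (0.8201), after thinning (0.7047) and with SCTransform-corrected means (0.9611); the cause was not tested. In cells led by *sst1.1*, *pnoca* (0.5796) was 1.934 without the control cell with the most *pnoca* counts, which held 424 of 562. Regulators above 1 were 8 of 9 in the 3 settings with *isl1* below 1 and 9 of 9 in the others. Cell cycle genes above 1 were 11 of 11, except 8 of 8 with a ratio as the mean of per-cell CPM, 9 of 10 after thinning without *mycb*, which is above 1 only before rounding and is read as no change, and 9 of 10 with at least 750 genes, where *pcna* (1.08) was 0.8575, inside its counting interval. All Table S4 genes with a ratio kept the table's direction in the 4 settings run for it (74 of 74 as the mean of per-cell CPM; 80 of 80 with the main settings, cells passing the quality filter and totals without hormone genes). Of 398 values for single genes, 195 stayed within counting error, 199 moved and 4 changed direction beyond it; of 53 differences in shares of cells, 12 moved after thinning.

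The percent of cells in the majority sample of their cluster (72.63) was 91.93 with all genes, 82.81 at a resolution of 1.2 and 82.46 with 10 principal components; the cause was not tested. It was 71.58 at 0.4. Depth limits *ccnb2*, *e2f5* and *brd2b*, which have 0 counts in control, and *gcgra* and *gcgrb*.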

Differences from the paper's values

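On a common scale, none of the compared values differs from the paper's by more than 1.5 times with the main settings. For *gcga*, *gcgb* and *pnoca* the paper's values are 51.47, 19.58 and 19.36, and the ratios of summed CPM are 70.15, 25.54 and 13.93. On the scale of the paper's fold, the ratio of SCTransform-corrected means plus 1, they are 51.45, 19.56 and 19.32. On that scale the log2 value of each of the 80 genes of Table S4 lies within 0.05 of the table's. The scale matters for genes with low counts: *keap1a* has a CPM ratio of 15.5, 3.10 on the corrected scale, and 3.11 in the paper's table. The paper's test took cells as replicates; here no gene was tested.

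The paper lists *isl1* among the regulators increased in *gcgr*-/- cells. Its ratio is 1.47 in summed CPM, and 0.9611 on the scale of the paper's fold. Of the 8 regulators that the paper states to be enriched in the cluster with high glucagon expression, 6 had a higher summed CPM in the cluster with the most *gcga* than in all other cells, and *sox4a* and *atf3* had ratios of 0.539 and 0.546. The clusters were built again and may differ from the paper's in their cells; the paper gives 97% *gcgr*-/- cells for it, and the share here was 75% with the main settings, 71.32% at a resolution of 0.4, 97.78% at 1.2, 70.18% with 10 principal components and 99.07% with all genes. The paper gives 4 clusters; there were 5 here, and 3 with all genes. The paper states that clusters 2 and 4 were mostly control cells; without the genes of Table S4, 3 of the 5 clusters had fewer *gcgr*-/- than control cells.

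With the stated quality filter, 132 cells were removed, 2 fewer than the paper reports. The mean and median number of genes per cell were then 1020.7 and 958.5, and the paper's values are 1019.2 and 956.0. The paper names *brd2*, and the tables hold *brd2a* and *brd2b*.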

Other observations

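The tests of the mix of hormones, of the mix as the only cause, of control libraries without glucagon-led cells, of plate letters, of single cells left out and of genes chosen in other cells were chosen only after the results were seen, as was the 1% limit for a leading hormone.

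The higher *gcga*, *gcgb* and *pnoca* in the *gcgr*-/- sample were set against technical explanations. Thinning each cell to 5000 counts left a *gcga* ratio of 53.2, and leaving the hormone genes out of the total gave 73.8, so a difference in depth or a few genes taking most counts is argued against as the whole cause. A different mix of cell types in the sorts stays open: 64.8% (53.9 to 74.7%) of control cells and 39.1% (32.2 to 46.3%) of *gcgr*-/- cells gave at least 1% of their counts to a hormone transcript other than glucagon, so part of the ratio may reflect which cells were kept. Whether this mix is the only cause cannot be told, because only 2 control cells were led by a glucagon gene, with 16671 and 65268 CPM of *gcga*, inside the range of 10636 to 443516 CPM of the 101 such *gcgr*-/- cells. In the sequencing data, a change of *gcga* within α cells, as the paper proposes, stays open beside it. The paper rests that proposal also on in situ hybridization, GFP intensity per α cell, glucagon staining and granule counts, which were not analysed here.

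Cells led by another hormone also had *gcga* counts. Over the 16 *gcgr*-/- libraries, the *gcga* counts of the glucagon-led cells and the median *gcga* CPM of the other cells had a Spearman rho of -0.229 (permutation p = 0.393, two-sided) and a Pearson r of -0.156 (permutation p = 0.566), with r = -0.105 without the 2 libraries farthest from the median. This was 1 of 3 relations, and the others were *sst1.1* (rho 0.165, permutation p = 0.545) and *ins* (rho 0.553, permutation p = 0.0291; r 0.5502, permutation p = 0.0263); adjusted by Benjamini-Hochberg, the values of rho gave 0.545, 0.545 and 0.0874. Reads crossing between the wells of 1 library cannot be told apart from other sources by this test, because the relation is weak with 16 libraries. In control, 5 of 8 libraries held no glucagon-led cell, and the median over them of the median *gcga* CPM of their cells was 187 (22.9 to 316), which argues against reads crossing within those libraries. Free RNA from glucagon-rich cells would give cells of each kind a like level, and in *gcgr*-/- cells the medians were 1879 CPM in cells led by *ins*, 488 in cells led by *sst1.1* and 421 in cells led by *sst1.2*, a 4.46-fold range, which argues against a like level in each kind as the whole source. Free RNA as part of these counts stays open, since the *gcgr*-/- medians were higher than the control medians in each of these kinds, with ratios of 3.06, 2.80 and 5.10. Some of these counts may have other sources that were not tested.

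The genes of Table S4 were read in the 29 control and 44 *gcgr*-/- cells led by *sst1.1*, which share a leading hormone. The 51 genes of the table that were higher, without the α-cell markers, had a median log2 ratio of 2.52 there and 1.59 over all cells, and 49 had the same sign. Of 25 lower genes, 22 had a ratio there, with a median log2 ratio of -2.80 against -3.51 over all cells, and 19 had the same sign. These values argue against the mix of hormone-led cells as the whole cause for these genes. To avoid choosing genes on the same cells, 55 genes at least 4-fold higher in the cells not led by *sst1.1* were read in the cells that were: their median log2 ratio was 1.25, against 2.67 where they were chosen, 47 were higher, and random lists of like expression had a median of 0.36 and lay between -0.02 and 0.83. Plates showed the same split: *fthl27* in these cells was at 2078.5 and 2804 CPM on the control plates A and B and between 22023 and 62273 CPM on plates C to F, and *hsp70.1* was at 18585 and 20042 CPM on A and B and between 285 and 2754 CPM on C to F. Library preparation or sorting in different batches stays open, since 0 plate letters, as read from the prefixes of the cell names, hold cells of both samples and the genotype cannot be told apart from the plate. In these cells *gcga* had a ratio of 6.97 and *gcgb* 38.9, and without the *gcgr*-/- cell with the most counts of the gene 3.74 and 6.06, so the difference of these genes may not be limited to glucagon-led cells. *pnoca* was 1.73-fold lower there, but 1 control cell held 424 of its 562 control counts, and without that cell the ratio was 1.93, so no direction is given for it.

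The marker lists gave these directions. All 4 α-cell markers were higher and all 4 δ-cell markers lower in *gcgr*-/- cells under the main scaling, the mean of per-cell CPM, thinned counts and totals without hormone genes. Of 5 β-cell markers, 2 (*ins*, *pdx1*) were lower and *mnx1*, which had 0 counts in control, was at least 1.74-fold higher. Of 7 acinar markers 5 were lower, while *ctrb1* and *cpb1* were higher. All 9 epithelial markers were lower (8 had a ratio after thinning), among them *epcam* from 1856 to 386 CPM. Of 4 liver markers, *tfa* had 1 count in control and 1622 counts in *gcgr*-/- cells, a ratio of 604 (108 to 23864.5), and *fabp10a* was at least 1.86-fold higher. Of 5 endocrine markers 4 were higher and *scg3* lower, *isl1* was lower as the mean of per-cell CPM, and after thinning *isl1* was lower and *scg3* higher. Genes of these lists that the paper's text or Table S4 names for these cells include *gcga*, *gcgb*, *arxa*, *pnoca*, *sst1.1*, *krt91*, *epcam*, *pax6b*, *neurod1* and *isl1*, and Table S3 lists further ones, among them *sst1.2*, *pdx1*, *krt4*, *krt5* and *tp63*.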
